# Modelling co-development between the somites and neural tube in human trunk-like structures

**DOI:** 10.1038/s41556-025-01813-8

**Published:** 2025-12-16

**Authors:** Komal Makwana, Louise Tilley, Probir Chakravarty, Jamie Thompson, Peter Baillie-Benson, Ignacio Rodriguez-Polo, Naomi Moris

**Keywords:** Embryogenesis, Stem cells

## Abstract

Human stem cell-based embryo models provide experimentally amenable in vitro systems for developmental research. A key feature of embryo models is their multi-lineage differentiation, which allows for the study of tissue co-development. Here we develop human trunk-like structures that have morphologically organized somites and a neural tube that form through self-organized, endogenous signalling. Transcriptomic comparison with human embryo datasets suggests that human trunk-like structure cells approximate Carnegie stage 13–14 (28–35 days after fertilization). The absence of a notochord leads to a dorsal identity, but exogenous Sonic Hedgehog signalling activation ventralizes both the somites and the neural tube in a dose-dependent manner. We further identify reciprocal signalling: neural tube-derived cues induce medial ALDH1A2 in somites, which in turn generate retinoic acid signals that drive spontaneous neural-tube patterning. Together, our data highlight the value of modularity in embryo models, which we leverage to explore human trunk co-development.

## Abstract (web summary)

Makwana, Tilley et al. generate human stem cell-based trunk-like structures approximating Carnegie stage 13–14 of development. They use them to model and study the development of the thoracic and lumbar trunk.

## Main

In the embryo, tissues and organs mature alongside neighbouring tissues, using local interactions that are important for correct development and downstream function. For example, neighbouring tissues may provide positional information through spatially localized cues or provide signalling feedback that balances the proportions of cell fates. Inter-tissue interactions are also important for ensuring synchronized developmental timing, so that the embryo keeps a consistent pace. We refer to this inter-dependency between tissues as ‘co-development’.

There is therefore a need to investigate organogenesis at the multi-tissue level. This has been challenging using embryos because signalling pathway convergence and overlapping communication across many tissues can make it difficult to identify reciprocal interactions between any two tissues of interest. Classical experimental embryology provides a route to explore tissue interactions through manipulations including explants, transplants and excisions (see, for instance, refs. ^1–8^). However, these approaches are not feasible in humans owing to ethical and technical constraints, including limited long-term human embryo culture^9^.

Stem cell-based embryo models offer a practical alternative^10^. Their multi-lineage potential enables exploration of inter-tissue interactions, while bottom-up generation of specific tissues in the presence or absence of others can determine the necessity and sufficiency of these interactions^11^. Importantly, human pluripotent stem (PS) cell-derived models provide scalability, experimental flexibility and species-specific relevance that cannot be achieved with embryos alone.

Several models of early embryogenesis have now been developed. Human gastruloids are self-organized aggregates of PS cells that spontaneously break symmetry, differentiate to all three germ layers and undergo axial elongation and spatiotemporal gene expression along an anteroposterior (AP) axis^12^. However, they lack morphological complexity, including somitic epithelialization. Mouse gastruloids can form axially organized morphological somites through embedding in an extracellular matrix gel^13^ and even form integrated somite- and neural tube-containing structures called trunk-like structures (TLSs)^14^. Likewise, three-dimensional (3D) human models of somitogenesis^15–17^, the caudal neural tube^18,19^, structures that contain both neural and somitic mesoderm^20–22^, neuromuscular junctions^23,24^ and notochord progenitors^25^ have been described. These models showcase the remarkable modularity of embryo models to include or exclude particular tissues, in a building block-like manner. We reasoned that this could be harnessed to explore co-development, focusing particularly on the tissue interactions during axial extension.

Somitic and neural tube development needs to be coordinated to form functional organ systems, for instance, the innervation of muscles to form circuits. There is evidence of co-development between these tissues, such that signals from the neural tube promote myogenesis^3,5–7,26^ and prevent medial *Sim1* expression in the somites^2^, while somitic signals to the neural tube promote neurogenesis^8,27^. However, the exploration of these interactions in humans has been hampered by a lack of appropriate experimental systems. Here, we modify a somite-only axioloid protocol to develop robust and reproducible human TLSs (hTLSs) that allow us to explore trunk development in the presence or absence of the neural tube.

We find that, owing to the absence of a notochord, the hTLS exhibits dorsal bias, but exogenous activation of Sonic hedgehog (SHH) signalling induces ventralization in a dose-dependent manner. Notably, even without a localized SHH source, we observed neural tube patterning orthogonal to the anterior–posterior (AP) axis, mediated by somite-derived retinoic acid (RA) signalling, which we validate through an RA responsive element (RARE) reporter system. This RA signalling is required for localized *PAX6* expression in the neural tube and for neurogenesis. Moreover, the neural tube was able to induce *ALDH1A2* expression specifically in medial somites, a finding that we validated in mouse embryos. Our findings highlight the potential of stem cell-based embryo models to uncover the regulatory logic of co-development and show that the modular nature of embryo models can offer insights into the coordination of tissue interactions during early human organogenesis.

## Results

### Establishing an hTLS protocol

While mouse gastruloids embedded in low percentage Matrigel can develop organized epithelial somite structures^13,14^, human gastruloids had to be exposed to the Nodal signalling inhibitor SB431542 (hereafter, SB43) during pre-treatment^12^, to generate segments when embedded in 20% Matrigel (Extended Data Fig. 1a). These segments formed sequentially from the posterior, but they did not form rounded, epithelial structures characteristic of somitic morphology in the embryo. Instead, a protocol combining the Wnt–β-catenin activator CHIR99021 (hereafter, Chi) and SB43 at aggregation with embedding in 10% Matrigel enabled morphologically organized somitic tissue formation as axioloids^15^ (similar to in refs. ^16,17^). We adapted this protocol from induced pluripotent stem (iPS) cells to human embryonic stem (ES) cells (Extended Data Fig. 1b) by adjusting the Chi concentration according to cell line requirements (Methods). In doing so, we noticed that higher concentrations of Chi biased the cultures towards the mesodermal fate, as expected^28^, while lower concentrations enabled the coformation of a morphologically organized neural tube alongside the somites (Fig. 1a). These structures increased in somite number, were elongated and displayed an organized somitic and neural tube morphology in 79% of aggregates (Fig. 1b and Extended Data Fig. 1c–g). Marker gene expression confirmed the presence of somitic (MEOX1+) and neural (SOX2+) identities with a pool of progenitors (SOX2+ and TBXT+) at the posterior and a presomitic mesoderm (PSM) domain (*TBX6*+ and *MESP2*+) in the tailbud region (Fig. 1c,d). Somites expressed *TBX18* anteriorly, particularly in the first one to two newly formed somites, and *UNCX4.1* posteriorly (Fig. 1d). As such, the structures were similar to recently described hTLSs^20–22^, with the important distinction that the protocol could be ‘fine-tuned’ by adjusting the level of Chi to give somite-only or combined somite- and neural tube-containing structures, thereby allowing direct comparison between structures with the presence or absence of the neural tube.

**Fig. 1:**
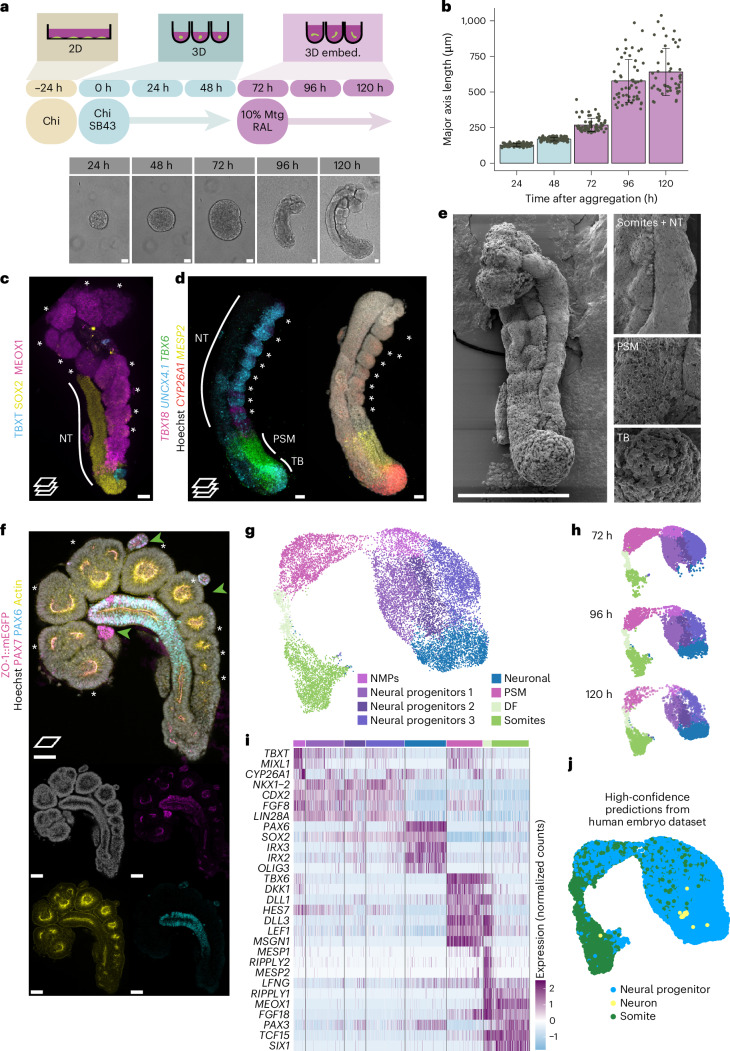
Establishing an hTLS model. **a**, Schematic of the hTLS protocol with representative brightfield images at each 24-h timepoint. 2D, two-dimensional; embed., embedded. **b**, Elongation of ZO-1::mEGFP hTLS major axis length (mean ± s.d.) (*n* = 12–32 per timepoint). **c**, Projection of immunofluorescence imaging of ZO-1::mEGFP hTLS at 120 h (*n* = 6). The asterisk indicates somites. **d**, Projected images of whole-mount, in situ HCR staining of HES7::Achilles hTLS at 120 h (*n* = 2). The asterisk indicates somites. **e**, Scanning electron micrograph of a LaminB1::mTagRFP-T hTLS at 120 h (*n* = 2). Scale bar, 300 μm. **f**, Confocal section (top) and projection (bottom) of immunofluorescence imaging of a ZO-1::mEGFP hTLS at 120 h. Green arrows highlight clusters of PAX7+ cells (*n* = 2). The asterisk indicates somites. Scale bars, 100 μm. **g**, Single-cell transcriptomic UMAP of LaminB1::mTagRFP-T hTLS development (*N* = 1; *n* = 15,808 cells). **h**, The temporal spread of samples collected at 72 h, 96 h and 120 h timepoints. **i**, Marker gene expression for each identified cluster. **j**, Projection and subsequent label transfer of high-confidence cell identities from a published human embryo dataset^38^. Chi, Chiron (CHIR99021); DF, determination front; Mat, Matrigel; NMP, neuromesodermal progenitor; NT, neural tube; PSM, presomitic mesoderm; RAL, retinal; SB43, SB431542; TB, tailbud. Scale bars, 50 μm, unless otherwise stated. Source data

Similar to in other in vitro models of somitogenesis^15,21^, we noted that the morphological organization of the hTLS was critically dependent on embedding in Matrigel and exposure to retinal, as time-matched structures without these had some degree of gene expression organization along an AP axis but no or little morphological organization of somites or the neural tube (Extended Data Fig. 1h,i). We were also able to adapt the protocol to a total of ten cell lines (from five parental backgrounds), including both human ES and iPS cells, which showcases the versatility of the protocol beyond intrinsic line-to-line variability (Methods; Extended Data Fig. 2). Detailed step-by-step instructions for forming hTLSs are available at 10.17504/protocols.io.e6nvw4d59lmk/v1 (ref. ^29^).

### Characterizing hTLS formation

To better understand the morphological organization of hTLSs, we performed scanning electron microscopy (SEM) to visualize the surface morphology. This showed cell compaction differences, with loosely arranged cells in the posterior tailbud, medium compaction in the PSM and tightly compacted epithelialization in both the neural tube and somite domains (Fig. 1e), in keeping with descriptions in vertebrate embryos^30,31^. Likewise, the hTLS generated with a ZO-1::mEGFP line showed that both the somites and neural tube had internal ZO-1- and actin-rich lumina, with cells organized as epithelia (Fig. 1f). We therefore wanted to better understand how these epithelial tissues formed in the hTLS.

This question is particularly interesting for the neural tube because it is known to form through two modes of morphogenesis in mammals: primary and secondary. Primary neurulation involves the folding of the neural ectoderm^32^ and has been extensively studied because malformations are the leading cause of neural tube defects (NTDs) in humans^33^. By contrast, secondary neurulation—when neural cells condense to form rods that later epithelialize to form a contiguous tube—is much less understood because it accounts for only the caudal-most portion of the axis^34^. Exactly how secondary neurulation occurs in humans, how the two modes are coordinated and whether the human embryonic neural tube is branched at early stages or contiguous^35^ are still open questions in the field. Using the ZO-1::mEGFP cell line, we sometimes saw multiple or branched neural tubes, particularly at the posterior pole (Extended Data Fig. 1j). With live imaging, we observed epithelial cysts that progressively merged to generate a contiguous tract (Extended Data Fig. 1k and Supplementary Video 1). Therefore, it seems that the mode of neural tube formation in hTLS structures is similar to secondary neurulation and may prove useful in establishing the cell biological mechanisms of such phenomena in vitro.

To further characterize hTLSs over time, we collected samples at 72 h, 96 h and 120 h and performed 10× single-cell RNA sequencing. 

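The single-cell data cover hTLSs made from the LaminB1::mTagRFP-T iPS cell line, with 1 droplet library of pooled structures at each of 72 h, 96 h and 120 h. These libraries hold 6975, 4457 and 6973 barcodes with 135611357, 99460609 and 77527281 unique molecular identifiers (UMIs), respectively. The authors aligned the reads to hg38 with Cell Ranger 6.0.1 and deposited raw UMI counts per gene and barcode, and the values here start from those counts. The study's stated filters were applied (more than 500 genes, more than 1000 UMIs, and a mitochondrial share within 3 SDs of the library's median). Scrublet scores took the place of DoubletFinder, and the highest 7.5% of each library were left out. This kept 6209, 3916 and 6348 cells, with medians of 16433, 18146 and 8525.5 UMIs per cell and 6.89%, 6.17% and 9.35% mitochondrial UMIs. The libraries were integrated and clustered with the settings of the paper's methods, and clusters were named from marker genes listed before the data were examined (for example, NMP-like). Neural progenitor-like and neural tube-like cells together are called the merged neural class. A gene's level is its UMIs summed over the cells of a class and library, given as CPM of all UMIs in that sum. With 1 library per time point there are no replicates, so no difference between time points was tested. The paper's protocol embeds structures in Matrigel with all-trans retinal at 72 h, so time and this change of culture cannot be told apart. Ranges in parentheses after a level or ratio are exact 95% Poisson intervals and those after a share are Clopper-Pearson 95% intervals, and both cover counting error only. Shares of cells with a UMI are also given with every cell thinned to 5000 UMIs, which left out 40, 65 and 318 cells at 72 h, 96 h and 120 h. Over genes with at least 100 UMIs, scaling by TMM in place of total UMIs lowers every log2 ratio of 120 h to 72 h by 0.28 in all cells, 0.26 in merged neural cells and 0.16 in somite-like cells.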

We detected populations including a neuromesodermal progenitor (NMP) cell state (expressing *SOX2* and *TBXT*), PSM (*TBX6*, *HES7* and *DLL1*), determination front (*RIPPLY1/2* and *MESP1/2*), somitic (*MEOX1* and *TCF15*) and neural (*SOX2* and *PAX6*) clusters (Fig. 1g and Extended Data Fig. 3a–e). 

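Cells with the marker genes of every stage from NMP to somite and neural tube were present, and 11 of 14 clusters took a name. TBXT and SOX2, the transcription factors whose joint expression marks NMPs, stood at 145 (139 to 152) and 111 (106 to 117) CPM in NMP-like cells at 72 h (cluster 7, with 727 of its 1002 cells from 72 h). TBX6, a T-box factor of paraxial mesoderm, was at 239.7 (234 to 246) CPM in PSM-like cells at 72 h (clusters 5 and 6, with 1614 of their 2285 cells from 72 h) and at 8.48 CPM in merged neural cells. The segmentation clock gene HES7 and the Notch ligand gene DLL1 were at 263 and 135 CPM in PSM-like cells at 72 h. In determination front-like cells (cluster 9, with 251 of its 603 cells from 96 h), the segmentation genes RIPPLY1, RIPPLY2, MESP1 and MESP2 were at 879, 423, 129 and 349.9 CPM at 96 h. Somite-like cells (cluster 0, with 1787 of its 2855 cells from 120 h) carried the somite factors MEOX1 and TCF15, and MEOX1 was at 149 (144 to 154) CPM there against 6.42 CPM in merged neural cells at 120 h. In merged neural cells, SOX2 was at 269, 379 and 499 CPM at 72 h, 96 h and 120 h. The neural progenitor-like clusters 2, 3, 4 and 8 made up most of this class at 72 h, and the neural tube-like cluster 1 (2390 cells) was its largest cluster at 120 h. Cluster 10 (273 cells) was neuron-like. These levels describe how the classes were defined and are not independent evidence of them. Clusters 11, 12 and 13, with 193, 105 and 59 cells, were left unnamed. Clusters 12 and 13 had 1 and 0 detected markers of their best-matching list. Cluster 11 had 5 of 9 neural tube markers detected, but 0 of them among its 10 leading genes. Levels at the determination front depended on the clustering, with RIPPLY1 at 75.1 CPM at resolution 0.8 and 12.4 CPM without integration, and MESP2 at 809 CPM at resolution 0.8. Without integration, TBXT was at 76.7 CPM and SOX2 at 211 CPM in NMP-like cells at 72 h. TBXT (ENSG00000164458, chromosome 6 from 166157656 to 166168700) and SOX2 (ENSG00000181449, chromosome 3 from 181711925 to 181714436) are placed on hg38. The source data of Fig. 1h at hand hold the first 1999 of the 15,808 rows, all from 72 h. Of cells with the study's label NMPs there, 142 of 163 were NMP-like here, and 552 of 593 PSM, 58 of 62 determination front and 99 of 105 somite cells fell in the class of that name. Of the study's 440 NP1 cells, 371 were neural progenitor-like and 58 NMP-like, and of its 6 Neuronal cells 0 were neuron-like, 3 neural progenitor-like and 3 neural tube-like.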

Cells from early timepoints mostly populated the progenitor populations, while those from later timepoints populated more mature states (Fig. 1h). In addition, we detected sub-clusters including endothelial cells (*KDR*+ and *ETV2*+; Extended Data Fig. 3f) that match previous reports of a somite-derived endothelial population in mouse TLSs^14^, human axioloids^15^ and embryos^36,37^. In addition, we observed a small population of mature neural cells (*ONECUT2* and *ELAVL3*; Extended Data Fig. 3g), indicating that neurogenesis starts at 120 h in the hTLS. By contrast, we saw no evidence of notochord, non-neural ectoderm, neural crest, endoderm or lateral plate mesoderm fates, corroborating the observation that the hTLSs contain only neural tube and somitic progenitors (Fig. 1i). 

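At 72 h the cells lay mainly in progenitor classes, and at 120 h mainly in somite-like and neural classes that included neural tube-like cells. PSM-like cells made up 26.0% (24.9% to 27.1%) of cells at 72 h, 11.4% at 96 h and 3.56% (3.12% to 4.05%) at 120 h. Somite-like cells made up 6.93% (6.31% to 7.59%), 16.3% and 28.2% (27.1% to 29.3%). Neural tube-like cells, with genes such as PAX6 and IRX3, made up 1.29% (1.02% to 1.60%), 13.1% and 28.3% (27.2% to 29.5%). Neural progenitor-like cells were 48.3%, 44.0% and 31.3% of cells. Neuron-like cells numbered 1, 69 and 203. Determination front-like cells were most frequent at 96 h (3.66%, 6.41% and 1.97%). Cells of the unnamed clusters made up 2.08%, 3.17% and 1.64%. With every gene of the marker lists left out of the clustering, the order of the time points was kept for PSM-like (13.6%, 5.41% and 1.62%), somite-like (7.80%, 17.8% and 28.3%) and neural tube-like cells (1.51%, 12.8% and 28.8%). In that clustering, neural progenitor-like cells were 49.0%, 44.2% and 32.4% and neuron-like cells 0%, 0.664% and 1.54%. Determination front-like cells were then most frequent at 72 h (15.9%, 12.5% and 4.24%). Over all alternative clusterings, neural tube-like cells at 72 h ranged from 0.0161% without integration to 4.70% without cell cycle regression. Somite-like cells at 72 h ranged from 6.67% with doublets removed at the study's share to 11.8% with no doublets removed. Both classes were less frequent at 72 h than at 120 h in each clustering. Without integration of the libraries, 9 of 14 clusters took at least 90% of their cells from 1 library and 64.9% of cells at 96 h stayed unnamed, so that shares could hardly be compared between time points.

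**Figure D1:**
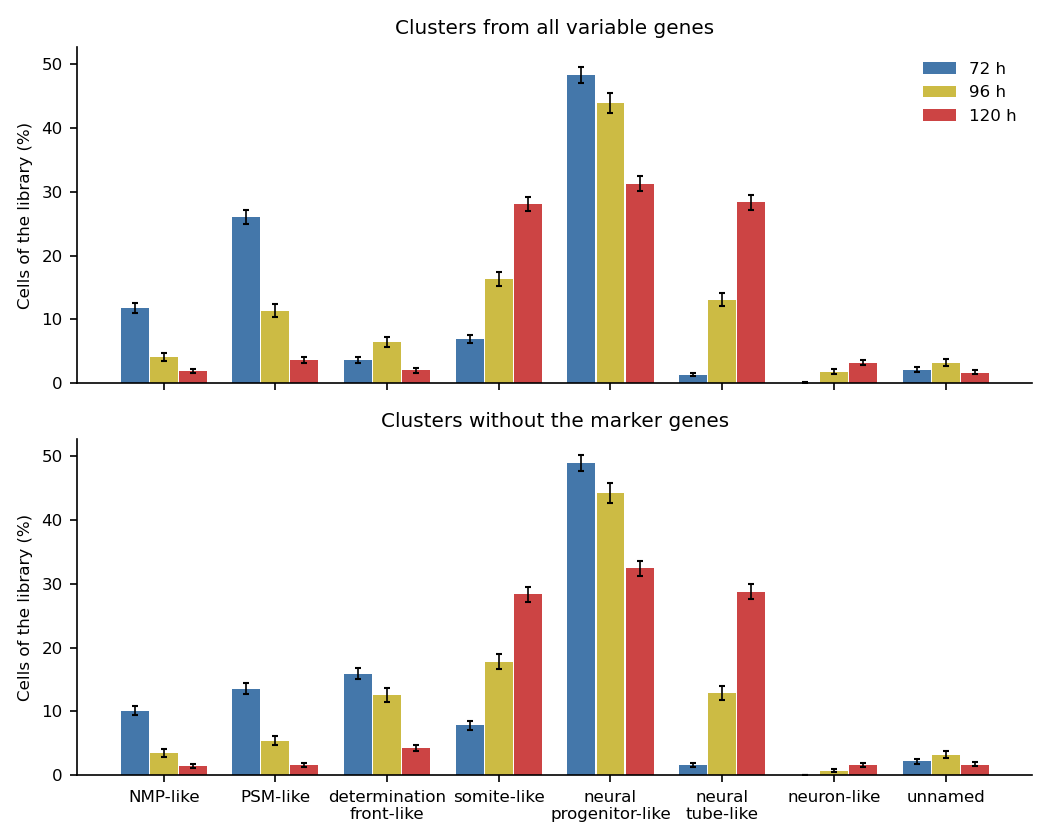
Share of cells of each class in percent (vertical axis) at 72 h, 96 h and 120 h, from clusters on all variable genes (top) and without the marker genes (bottom), with Clopper-Pearson 95% intervals as bars. In the top panel PSM-like cells go from 26.0% to 3.56% and somite-like cells from 6.93% to 28.2%.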

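KDR, a receptor for vascular endothelial growth factor, was found in few cells, and most of its UMIs at 72 h lay in NMP-like and PSM-like cells. Its level at 72 h was 8.75 (7.19 to 10.5) CPM in NMP-like, 4.30 (3.54 to 5.18) CPM in PSM-like, 1.55 (0.984 to 2.33) CPM in somite-like and 0.668 (0.475 to 0.913) CPM in merged neural cells. At 120 h it was highest in somite-like cells (1.68 (1.20 to 2.29) CPM), which held 40 of the 49 UMIs. ETV2, an ETS factor that starts endothelial development, differed less between classes, with 4.25 CPM in NMP-like, 3.58 CPM in somite-like and 4.44 CPM in merged neural cells at 72 h. Somite-like cells at 96 h had the highest ETV2 level of these classes (6.39 (5.31 to 7.62) CPM against 3.89 CPM in merged neural cells). Cells with UMIs of both KDR and ETV2 numbered 24, 4 and 1 at 72 h, 96 h and 120 h, against 18.6, 1.69 and 0.803 expected if the genes were detected independently. Of these cells, 13 of 24 were NMP-like and 7 PSM-like at 72 h, and 4 of 4 were somite-like at 96 h. PECAM1, an adhesion gene of endothelium, had 53, 27 and 26 UMIs in all cells, and CDH5, the gene of VE-cadherin, had 3, 8 and 6. A KDR UMI was found in 13.3% of NMP-like cells at 72 h (3.86% after thinning) and in 1.23% of merged neural cells (0.325%), at medians of 16533 and 16865 UMIs per cell and with 1 cell of each class left out by thinning. Cells with at least 3 of 11 endothelial genes numbered 247, 143 and 68, against 177, 90.3 and 26.9 expected. With at least 4 required there were 45, 31 and 11 cells, against 14.2, 5.62 and 0.861 expected. With at least 2 required there were 1147, 702 and 461, against 1144.3, 686.1 and 377.8 expected. Expected numbers here and below use 1 detection share per gene over the whole library. Differences in depth or class between cells can therefore raise counts above them without a separate population. No cluster took the name endothelial-like, and KDR in NMP-like cells at 72 h was at 3.38 CPM without integration and 5.76 CPM without cell cycle regression.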

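A small neuron-like class was nearly absent at 72 h (1 cell), held 69 cells at 96 h and 203 cells at 120 h. ONECUT2, a homeodomain factor of newly born neurons, was at 249 (223 to 278) CPM in neuron-like cells at 96 h and at 519 (486 to 553) CPM at 120 h. ELAVL3, an RNA-binding protein of postmitotic neurons, had 2 UMIs in this class at 96 h and 59 at 120 h, or 1.54 (0.186 to 5.55) and 33.0 (25.1 to 42.6) CPM. In the same class at 96 h and 120 h, ELAVL4 was at 11.5 and 58.8 CPM, and the proneural transcription factors NEUROD4 and NHLH1 were at 7.69 and 51.5 CPM and at 4.61 and 54.3 CPM. Over all cells, ELAVL3 was at 0.365, 0.315 and 1.22 CPM and ONECUT2 at 30.4, 67.6 and 87.0 CPM at 72 h, 96 h and 120 h. Cells with UMIs of both genes numbered 14, 16 and 39, against 12.8, 12.8 and 19.7 expected from independent detection. Of the 16 at 96 h, 2 were neuron-like and 6 somite-like, and of the 39 at 120 h, 26 were neuron-like. ONECUT2 alone had a UMI in 1859 of 3916 cells at 96 h. An ELAVL3 UMI was found in 13.3% of neuron-like cells at 120 h (9.09% after thinning) and in 0.280% of somite-like cells (0.0576%), at medians of 6550 and 10160 UMIs and with 27 and 51 cells left out by thinning. Of the 16 genes of a neurogenesis list, 11 were over 2 times higher at 120 h than at 72 h in all cells and 2 were under 0.5 times, with a median ratio of 4.76 (percentile 100) among 10000 random lists matched on expression. STMN2, a stathmin gene of neurons, went the other way in merged neural cells, at 28.8 CPM at 72 h and 1.08 CPM at 120 h. The levels at 96 h rest on the 69 cells of this clustering and were not computed in others. In the 7 other clusterings that named a neuron-like class it held 0.0255% to 0.754% of cells at 96 h, against 1.76% here, and 1.36% to 1.56% at 120 h, against 203 of 6348 cells here, and ELAVL3 in it was at 56.9 to 65.1 CPM at 120 h.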

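Cells carrying the marker genes of other lineages together were not found for notochord, non-neural ectoderm, endoderm or lateral plate mesoderm beyond 3 cells in a library. With at least 3 genes of a list required per cell, the 6 notochord genes gave 1, 3 and 0 cells at 72 h, 96 h and 120 h. The lists of non-neural ectoderm, endoderm and lateral plate mesoderm (9 genes each) gave 0 cells at each time point, and the limit of 3 cells that a count of 0 allows is 0.0483% of cells at 72 h, 0.0766% at 96 h and 0.0473% at 120 h. SHH and FOXA2, which notochord and floor plate express, had 13, 1 and 3 and 3, 15 and 0 UMIs in all cells. For neural crest, 168, 38 and 9 cells had at least 3 of 8 genes, against 122, 19.7 and 3.51 expected from independent detection. The neural crest factor SOX10 had 1, 0 and 1 UMIs and FOXD3 6, 8 and 18 in all cells. Intermediate mesoderm genes met in 3, 0 and 0 cells, and cardiac, blood and germ cell genes in 0 cells. Genes of pluripotent cells met in 876, 140 and 30 cells (735, 104 and 20.5 expected), and POU5F1, a core pluripotency factor, was at 12.0, 1.65 and 0.492 CPM. These counts limit cells in which the UMIs were detected at this depth. The paper takes the lack of evidence for these fates to go with its own observation that neural tube and somitic progenitors are the only ones in hTLSs (Fig. 1i).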

Bioinformatic projection onto an existing axioloid dataset^15^ confirmed that the hTLSs contain neural cell types not present in the somite-only version and also showed some differences in terms of gene expression in the two overlapping somitic clusters, indicating that, while comparable, hTLSs are indeed distinct entities from axioloids (Extended Data Fig. 4a–g). The hTLSs also showed similarities with other somite- and neural tube-containing models^21,22^ but with some notable differences, such as the absence of a notochord or endoderm (Extended Data Fig. 4h–m).

To further examine whether our annotated clusters had equivalents to the corresponding in vivo states, we projected our dataset onto a human embryonic atlas ranging from Carnegie stage (CS) 12 to CS16 (ref. ^38^). Our data clearly mapped to the somitic and neural progenitor populations, highlighting that the in vitro populations observed in the hTLS match the expected cell types in the human embryo (Fig. 1j and Extended Data Fig. 5a,b). Interestingly, when we performed label transfer for our dataset, the vast majority of cells were called as CS13–14 equivalent (day 28–35 of human development; Extended Data Fig. 5c–g), which is notably later than that predicted for human gastruloids (approximately CS8–9; day 17–21 of human development)^12^, indicating the substantial step forwards achieved by the hTLS protocol.

We also integrated the hTLS dataset with other in vitro protocols^15,21,22^ alongside the embryonic CS12–16 dataset^38^ for systematic comparison. We observed clear separation between in vitro and in vivo data in uniform manifold approximation and projection (UMAP) state space, particularly at early stages (Extended Data Fig. 5h), but overall unity of neural and somitic cell types across samples (Extended Data Fig. 5i), suggesting that, in general, these cell states approximated the embryonic identities of somitic and neural populations.

### Axial elongation in hTLS is maintained by an NMP population

We next examined the spatial and temporal regulation of Hox gene expression, as these genes are known to be critical in the regulation of axial identity along the AP axis of vertebrate embryos^39^. We observed expression of *HOXC6/8* along the full AP axis of the hTLS, while *HOXC10* was only present in the posterior portion (Extended Data Fig. 6a). Temporally, there was progressive expression of HOX gene paralogues across the timepoints sampled (Extended Data Fig. 6b,c). Together with the lack of expression of HOX11–13, this suggests that the hTLS model approximates the thoracic and lumbar regions of the AP axis but not the sacral or caudal-most regions^40^. 

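HOX genes of groups 9 and 10 were higher at 120 h than at 72 h in both neural and somitic cells, while genes of groups 1 to 5 were lower at 120 h than at 72 h in somite-like cells. HOX genes encode the transcription factors that set position along the AP axis, with low group numbers acting anteriorly. In merged neural cells, the summed level of group 9 was 507 (501 to 513), 653 and 896 (886 to 906) CPM at 72 h, 96 h and 120 h, and in somite-like cells it was 376 (366 to 386), 461 and 598 (588 to 608) CPM. HOXB9 made up most of this sum, and HOXA9, at 6.89 and 50.8 CPM in merged neural cells at 72 h and 120 h, had the larger ratio, 7.37 (6.61 to 8.23). Group 10 was at 0.959 (0.725 to 1.2), 2.06 and 13.8 (12.6 to 15.1) CPM in merged neural cells, a ratio of 120 h to 72 h of 14.4 (10.9 to 19.3). In somite-like cells group 10 had 5, 6 and 22 UMIs, a ratio of 2.74 (1.01 to 9.27). NMP-like cells had the highest group 10 level of these classes at 120 h, 70.0 (55.2 to 87.4) CPM, with HOXC10 at 0.315, 7.76 and 40.9 CPM and HOXA10 at 0.552, 2.02 and 29.1 CPM. HOXD10 had 0 UMIs. Group 7 had ratios of 1.71 (1.64 to 1.77) in merged neural and 1.68 (1.54 to 1.83) in somite-like cells. Group 6 had ratios of 1.54 (1.49 to 1.59) and 1.21 (1.12 to 1.30), and group 8 was lower in both, with 0.885 (0.866 to 0.904) and 0.876 (0.836 to 0.919). In merged neural cells groups 3 and 4 had ratios of 1.16 (1.14 to 1.19) and 1.16 (1.13 to 1.19), which flip to 0.969 and 0.964 under TMM and to 0.978 and 0.974 under median-of-ratios scaling. The directions given for the other groups were kept under both scalings. Without doublet removal, group 5 in somite-like cells turned to a ratio of 1.36. In this class the NMP, PSM and determination front marker genes also had low median ratios of 120 h to 72 h, 0.221, 0.124 and 0.321. Of its 430 cells at 72 h, 203 held over 2 times the library's median UMIs. Whether the lower HOX groups are separate from a change in what the class holds was not tested.

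**Figure D2:**
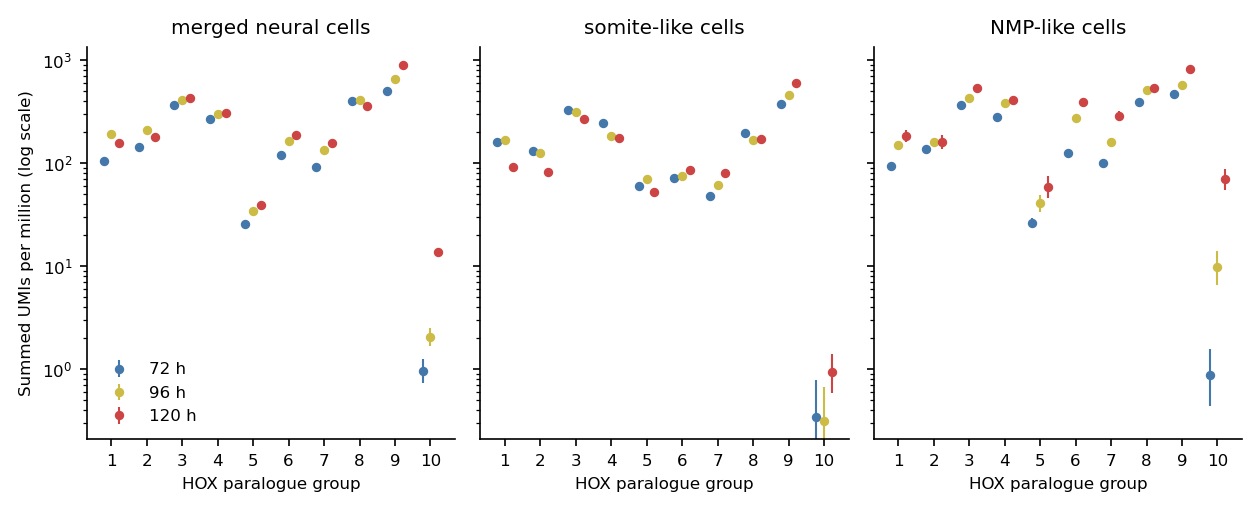
Summed CPM of each HOX group (log axis) at 72 h, 96 h and 120 h in merged neural, somite-like and NMP-like cells, with exact 95% Poisson intervals as bars. Group 10 stands highest in NMP-like cells at 120 h, and groups 3 and 4 in merged neural cells change direction under TMM and median-of-ratios scaling.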

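HOX genes of groups 11 to 13, which act in the sacral and caudal axis, were close to undetected in these libraries. The 9 genes together had 17, 3 and 9 UMIs in all kept cells at 72 h, 96 h and 120 h, in 16, 3 and 9 cells. These are shares of 0.258% (0.147% to 0.418%), 0.0766% and 0.142% of cells. In somite-like cells they had a UMI in 0 of 430, 0 of 638 and 0 of 1787 cells, and the limit of 3 cells that a count of 0 allows is a share of cells with a UMI of 0.698%, 0.470% and 0.168%. In merged neural cells they had UMIs in 8, 3 and 8 cells. Group 9 had 55473 UMIs in all cells at 72 h, so that depth was not the limit for genes at that level. Group 10 had only 90 there, and genes at still lower levels could have been missed. From the lack of HOX11–13 and the expression of more anterior groups, the paper proposes that the hTLS approximates thoracic and lumbar but not sacral levels.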

Given that termination of axial elongation is thought to be triggered by the expression of HOX13 in embryos^41,42^, we wondered what was mediating the extension and then termination of axial elongation in our hTLS model.

In the embryo, axis extension is supported by a population of NMPs: bipotential progenitors that give rise to both the neural and somitic cell fates^43–45^ (Fig. 2a). One basic characterization of NMPs is the co-expression of *TBXT* and *SOX2*^46^ that is thought to underlie their bipotency, and we observed cells co-expressing these markers in the posterior of the hTLS (Fig. 2b,c). Using the RUES2-GLR cell line^47^, which contains TBXT-mCerulean and SOX2-mCitrine fluorescent reporters, we live-imaged the hTLS under conditions that promoted co-development of the neural tube and somites (hTLS) or conditions that biased towards somite-only (high pre-treatment Chi conditions; for example, 3 μM Chi before treatment and 1 μM Chi at aggregation) or neural tube-only fates (low pre-treatment Chi conditions; for example, 2 μM Chi before treatment and 3 μM Chi at aggregation; Fig. 2d). We observed an early bias (between 78 and 90 h) towards SOX2-only or TBXT-only expression in neural tube-only and somite-only structures, respectively, with co-developing structures maintaining a TBXT and SOX2 co-expressing domain for the longest duration, consistent with the role of NMPs in contributing to both fates.

**Fig. 2:**
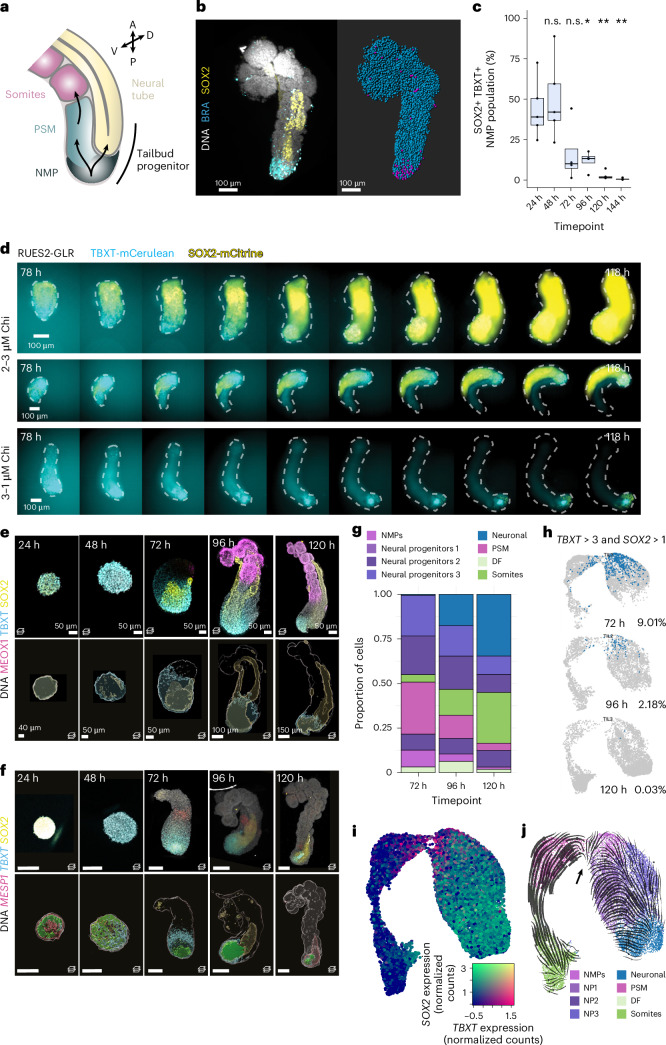
Dynamic NMP population in hTLS. **a**, Schematic of NMPs that contribute to both somites and neural tube tissues. **b**, Representative costaining of TBXT and SOX2 expression in 120 h H9-SBR hTLSs (left) and after nuclei segmentation (right) (blue, all nuclei; magenta, SOX2+ TBXT+ NMPs; *n* = 28; *Z*-step, 2 µm). **c**, Quantification of NMP numbers over time (*n* = 28). Box plots represent mean (centre line) and interquartile range (bounding box), with whiskers representing the largest and smallest value no further than 1.5× the interquartile range and outliers represented as black dots. n.s., non-significant. ^*^P < 0.05; ^**^P < 0.01 by two-sided Wilcoxon test (24–48 h: *W* = 11, *P* = 0.8413; 24–72 h: *W* = 17, *P* = 0.1111; 24–96 h: *W* = 20, *P* = 0.01587; 24–120 h: *W* = 25, *P* = 0.007937; 24–144 h: *W* = 25, *P* = 0.007937). **d**, Representative images of RUES2-GLR hTLSs imaged at 4h intervals over a period of 40 h. Cultures were pre-treated with 2 µM Chi and aggregated with 3 µM Chi (‘2–3’) or pre-treated with 3 µM Chi and aggregated with 1 µM Chi (‘3–1’). Dotted line outlines the brightfield images to show the full hTLS structure (*n* = 5–24). **e**,**f**, Staining of HES7::Achilles and LaminB1::mTagRFP-T hTLS (top) and Imaris-rendered regions of positive expression of TBXT (blue), SOX2 (yellow) and dual TBXT–SOX2 co-expression (green), by immunofluorescence (*n* = 5–11 per timepoint) (**e**) and HCR (*n* = 3–8 per timepoint) (**f**). *Z*-step, 2 µm. Scale bars, 100 µm. **g**, Proportion of cells within each cluster identity over time (*N* = 1). **h**, Percentage and location of double-positive (TBXT > 3 and SOX2 > 1 normalized counts) cells over time: 72 h (top), 96 h (middle) and 120 h (bottom). **i**, Co-expression of SOX2 and TBXT for hTLS cells projected onto a UMAP. **j**, RNA velocity map, showing vectorial directions of predicted differentiation. Black arrow indicates a branchpoint within the annotated NMP cluster. NMP, neuromesodermal progenitors; NP, neural progenitors; PSM, presomitic mesoderm; DF, determination front; D, dorsal; V, ventral. Source data

However, the NMP domain showed a clear decrease in volume over the hTLS time course, as was confirmed by staining at the messenger RNA and protein level (Fig. 2e,f) and by our single-cell RNA sequencing data (Fig. 2g–i). Indeed, RNA velocity analysis showed evidence of bi-directional fates predicted from this population (Fig. 2j), and trajectory analysis rooted in the NMP cluster predicted endpoints in both somites and neural tube populations (Supplementary Fig. 1). Together, these data suggest that hTLSs contain an NMP population capable of bipotential cell fate differentiation, and its gradual depletion may be responsible for the resultant maximum axial length and number of somites observed in hTLSs.

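NMP-like cells were a smaller part of the library at each later time point. They made up 11.7% (10.9% to 12.5%) of cells at 72 h, 4.01% (3.42% to 4.67%) at 96 h and 1.86% (1.54% to 2.22%) at 120 h, or 727, 157 and 118 cells. TBXT, the T-box factor of the primitive streak and tailbud, was at 52.3 (51.0 to 53.6), 15.9 and 6.07 (5.49 to 6.68) CPM over all cells, while SOX2 was at 163, 259.8 and 343 CPM. Within NMP-like cells TBXT was also lower later (81.6 and 35.4 CPM at 96 h and 120 h) and SOX2 higher (183 and 294 CPM). The 10 NMP marker genes had a median ratio of 120 h to 72 h of 0.236 (percentile 0) in all cells, and 7 of them were under 0.5 times and 2 over 2 times. The 7 PSM marker genes had a median ratio of 0.144 (percentile 0), and 5 were under 0.5 times and 0 over 2 times. Double-positive cells, with TBXT over 3 and SOX2 over 1 UMI per 10000 UMIs of the cell, were 0.515% (0.353% to 0.727%) of cells at 72 h, 0.0766% (0.0158% to 0.224%) at 96 h and 0.0630% (0.0172% to 0.161%) at 120 h. These are 32, 3 and 4 cells, and 23 of the 32 at 72 h were NMP-like and 8 neural progenitor-like. A UMI of both genes was present in 33.5%, 18.8% and 4.88% of cells as sequenced, and in 8.95% (8.25% to 9.69%), 4.21% (3.60% to 4.89%) and 2.12% (1.77% to 2.52%) after thinning. The lower share at 120 h than at 72 h held in every clustering run and every reading of the thresholds except the natural-log reading, which gave 0 cells at each time point. With the marker genes left out of the clustering, NMP-like cells were 10.1%, 3.42% and 1.40% of cells, but without integration of the libraries they were 37.6%, 0.511% and 0%, and without cell cycle regression 14.3%, 9.99% and 6.57%.

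**Figure D3:**
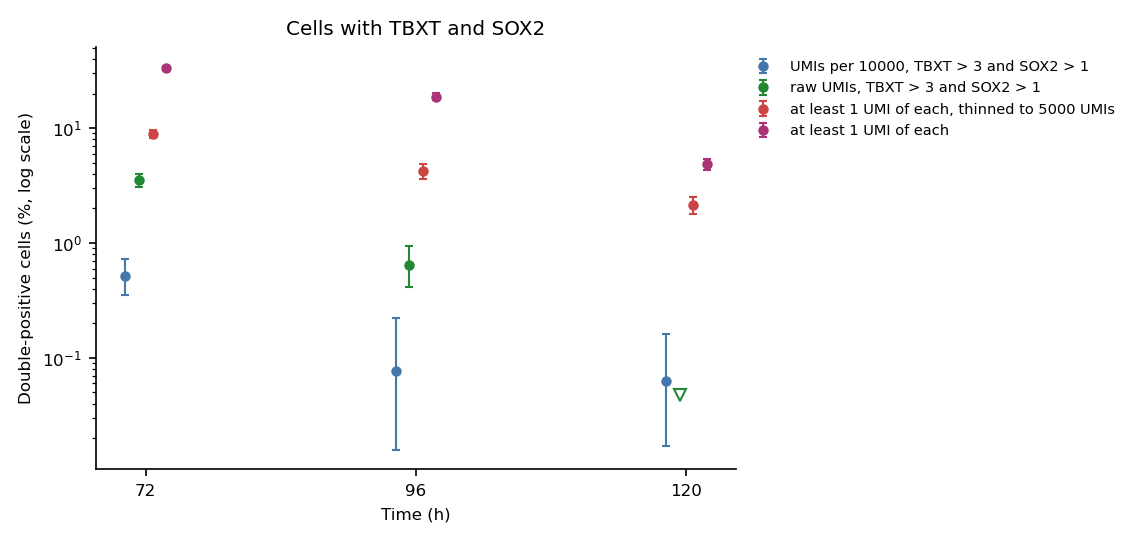
Share of cells in percent that are TBXT and SOX2 double-positive (log axis) at 72 h, 96 h and 120 h under 4 readings of the thresholds, with Clopper-Pearson 95% intervals as bars and an open triangle at the share of 3 cells for a library with 0 such cells. The 72 h value is the highest under each of these readings.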

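RNA velocity was not analysed here, since each library has a single matrix of counts per gene, and pseudotime was not recomputed. The genes of the paper's trajectories were looked up in the classes instead, with the UMIs of the 3 libraries summed. Along the somitic route (Supplementary Fig. 1), 16 of its 100 genes had their highest level in NMP-like cells, 26 in PSM-like, 34 in determination front-like and 24 in somite-like cells. NMP genes such as FGF8, WNT3A and CDX2 headed this order, and PAX3 and COL2A1, a cartilage collagen, were highest in somite-like cells. Along the neural route, 40 of 100 genes were highest in NMP-like, 2 in neural progenitor-like, 36 in neural tube-like and 22 in neuron-like cells. IRX3 and PAX6 were among the 36, and NEUROD4, INSM1 and NHLH1 among the 22. The classes draw on the time points in different shares, and with the 96 h and the 120 h library taken alone 89 of 100 genes of each route were highest in the same class in both. The 2 lists share 40 genes, among them TBXT, WNT3A, FGF8 and HES7. The study chose these genes on the same libraries, so their order is not independent evidence.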

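In these libraries the NMP-like class and its genes were present at all 3 time points. FGF8, a signal of the tailbud, was at 275, 301 and 398 CPM in NMP-like cells at 72 h, 96 h and 120 h, and WNT3A at 70.2, 78.6 and 52.7 CPM. CDX2, a factor of posterior identity, was at 268, 293 and 384 CPM there, and NKX1-2, a preneural factor, at 133, 83.0 and 68.2 CPM. CYP26A1, an enzyme that breaks down retinoic acid, was at 75.5 (70.8 to 80.4), 528 (502 to 555) and 404 (368 to 444) CPM in NMP-like cells. From the decrease in NMPs and the predicted fates, the paper proposes that an NMP population able to form both tissues is gradually depleted, which may set the maximum axial length and number of somites.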

### Endogenous signalling patterns in hTLSs

In vertebrate embryos, the sequential addition of somites from the posterior unsegmented region is determined by a combination of local intrinsic oscillations of gene expression and a global signalling landscape^48^. Using a HES7::Achilles iPS cell line^49^, we observed oscillatory expression in the PSM of hTLSs, which moved posterior to anterior and stopped at the site of emergent somite formation (Fig. 3a,b and Supplementary Video 2), as has been described in embryos^50,51^. The time period of these oscillations comprised an average of 298 min (±17.2 s.d.; 4.96 h; Fig. 3c) which is consistent with in vitro measurements performed in alternative human systems (~5 h in somitoids^16^ and axioloids^15^ and 4.6 h in segmentoids^17^). However, an increased period of oscillations was observed for subsequent peaks, indicating that the clock is slowing down over time. This could be due to the exhaustion of the tailbud domain at these timepoints, similar to that seen in embryos at late somitogenesis^52,53^. Further research would be necessary to investigate the mechanism of this slowing.

**Fig. 3:**
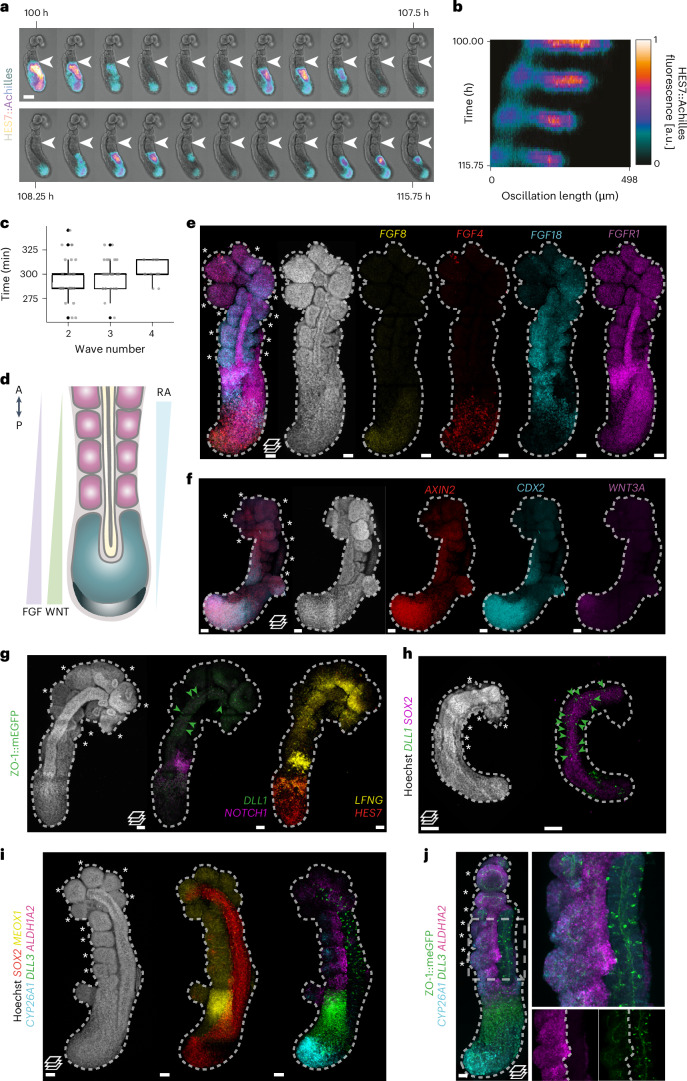
Characterizing signalling in hTLS models. **a**, Representative stills from live imaging of the HES7-Achilles hTLS at 15-min intervals. White arrows denote the same boundary, showing a posterior shift of the wavefront (*n* = 33). Scale bar, 100 µm. **b**, Kymograph of Achilles oscillations from the HES7::Achilles hTLS represented in **a**. **c**, Time intervals of HES7 oscillations from peak to peak (mean ± s.d.) (*n* = 33). **d**, Schematic of AP signalling gradients across the embryo axial length. **e**–**i**, Projected images of HCR staining of ZO-1::mEGFP hTLSs at 120 h for components of the FGF (*n* = 5) (**e**), WNT (*n* = 3) (**f**) and notch (*n* = 3) signalling pathways (**g**); expression of *DLL1* within the *SOX2*-expressing neural tube by confocal imaging (*n* = 3; scale bars, 100 μm) (**h**); and RA signalling pathway components along the AP axis (*n* = 2) (**i**). **j**, Localized mediolateral signal of *ALDH1A2* in somites and punctate signal of *DLL3* through the neural tube of ZO-1::mEGFP hTLS. The dashed box shows the location of the enlarged region (*n* = 4). Scale bars, 50 μm, unless otherwise stated. The green arrows show *DLL1* signal in the neural tube, the asterisks indicate somites and the dashed line outlines hTLS. A, anterior; P, posterior; RA; retinoic acid. Source data

We then turned our attention to the signalling landscape of the hTLS along the AP axis. In the embryo, the signalling gradients primarily responsible for the wavefront are thought to be fiboblast growth factor (FGF) and Wnt signalling in the posterior region and RA at the level of the somites (Fig. 3d). We observed *FGF8* and *FGF4* in the posterior region^54,55^; *FGF18* expression in the first three to five newly formed somites, the determination front and the anterior PSM^56^; and *FGFR1* in the neural tube and the determination front^54,57^ (Fig. 3e). We also saw posterior expression of *WNT3A* and *AXIN2* in the tailbud (Fig. 3f), consistent with a posteriorly localized Wnt signalling gradient^58–61^.

Likewise, we observed strong expression of Notch signalling ligands *DLL3* and *DLL1* in the anterior PSM and determination front and in a salt-and-pepper organization in the neural tube (Fig. 3g–i), matching descriptions in the embryo, where a Notch-dependent mutual inhibition mechanism leads to neural differentiation^62–64^. In addition, expression of *LFNG* and *NOTCH1* in the anterior PSM and newly formed somite is consistent with the role of Notch signalling in mediating the dynamic control of somitogenesis^65^ (Fig. 3g).

The crucial anterior signalling gradient that opposes the Wnt and FGF gradients is RA, which inhibits posterior FGF signalling and fine-tunes the progenitor-to-differentiated neuron gradient along the neural tube^8,66^. Typically, ALDH1A2 (an alcohol dehydrogenase involved in the synthesis of RA) and CYP26A1 (which degrades RA) have been used as a proxy for RA signalling status in chick^67^ and mouse embryos^68^. In the hTLS, *CYP26A1* is strongly expressed in the most posterior tip of the tailbud, with *ALDH1A2* expressed in the somites (Fig. 3i,j), which is indicative of a ‘source and sink’ pattern creating an AP gradient of RA signalling. As such, it is likely that self-organized signalling along the AP axis provides endogenous signals that establish the clock-and-wavefront mechanism of somitogenesis in hTLSs.

### Exogenous SHH defines the DV identity of hTLS structures

In the embryo, signals from the surrounding tissues, including the notochord, lateral plate mesoderm and surface ectoderm, are all integrated to provide positional information to cells within the neural tube and somites^69^. In embryo models, the presence or absence of such tissues can allow us to investigate the extent of positional information in a simplified system. For instance, SHH signals from the notochord play a key role in setting up the dorsoventral (DV) axis in both the neural tube and somites (see ref. ^70^ for review). We therefore wondered what DV identity our hTLS structures assumed in the absence of these tissues.

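Neural cells of the 3 libraries had PAX6, OLIG3 and IRX3, genes of the dorsal and intermediate neural tube, at levels that were higher at each later time point, and close to no UMIs of floor plate genes and of the ventral genes OLIG2, NKX2-2 and NKX2-8. PAX6 (ENSG00000007372, chromosome 11 from 31784779 to 31817961, hg38), a homeodomain factor of neural progenitors, was at 2.40 (2.02 to 2.83), 75.6 and 160.3 (156 to 164) CPM in merged neural cells at 72 h, 96 h and 120 h. OLIG3, a factor of the dorsal-most progenitors, was at 1.37 (1.09 to 1.71), 25.1 and 61.7 (59.2 to 64.3) CPM, and IRX3, of dorsal and intermediate progenitors, at 2.86 (2.44 to 3.33), 33.7 and 102 (98.5 to 105) CPM. Most merged neural cells were in neural progenitor-like clusters (2, 3, 4 and 8) at 72 h, and the neural tube-like cluster 1, defined in part by PAX6, OLIG3 and IRX3, held 1799 of 3785 at 120 h. MSX1, PAX3 and PAX7, further genes of dorsal progenitors, were at 249, 434 and 382, 26.9, 60.1 and 144 and 0.651, 2.72 and 11.8 CPM. Of 8 measured genes of a dorsal progenitor list, 4 were over 2 times higher at 120 h than at 72 h and 1 was under 0.5 times (median ratio 2.83 (percentile 100)). Among ventral genes, OLIG2 had 2, 2 and 0 UMIs in all cells, NKX2-2 0, 1 and 1, and NKX2-8 1, 0 and 0. NKX6-1, a broader ventral factor, had 523, 171 and 56 UMIs and was at 4.69, 1.75 and 0.717 CPM in merged neural cells. The floor plate genes FOXA2 and SHH had 1, 9 and 0 and 2, 0 and 1 UMIs in merged neural cells, and no cell met 3 genes of the ventral or the floor plate list. Roof plate genes were detected at low levels. WNT1, a roof plate signal, had 1, 45 and 194 UMIs in merged neural cells, or 5.35 (4.62 to 6.16) CPM at 120 h, LMX1A, a roof plate factor, 0, 20 and 49 UMIs, and GDF7, a roof plate BMP ligand, 9, 6 and 76 UMIs. A WNT1 UMI was found in 7.39% of neural tube-like cells at 120 h (3.91% after thinning) and in 1.23% of somite-like cells (0.403%), at medians of 7944 and 10160 UMIs and with 84 and 51 cells left out. All 3 roof plate genes met in 0, 0 and 1 cells, and at least 2 of them in 0, 2 and 32 cells, against 0.0127, 0.417 and 5.01 expected from independent detection.

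**Figure D4:**
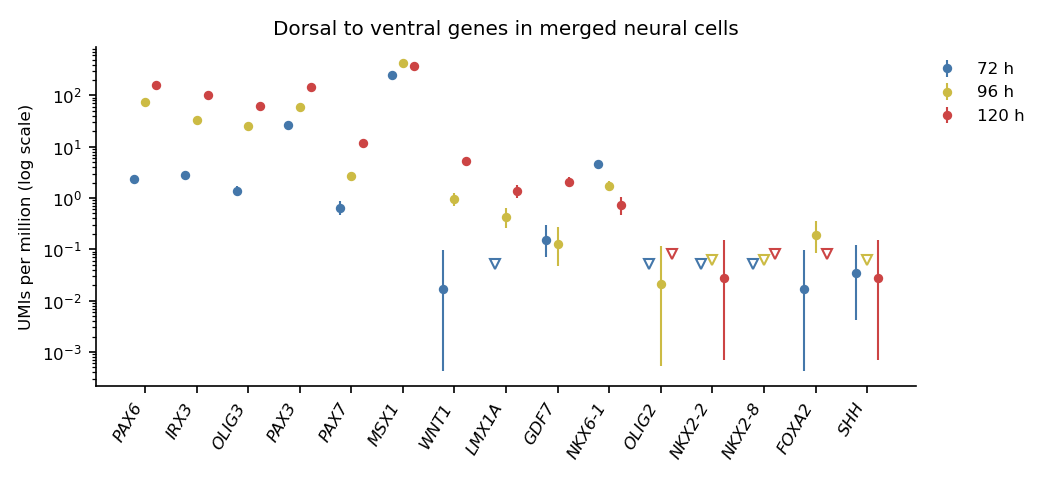
CPM in merged neural cells (log axis) of dorsal, intermediate, roof plate, ventral and floor plate genes at 72 h, 96 h and 120 h, with exact 95% Poisson intervals as bars and open triangles at the level of 3 UMIs for libraries with 0 UMIs. PAX6, OLIG3 and IRX3 reach 160.3, 61.7 and 102 CPM at 120 h.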

On the basis of transcriptomic data analysis, we found that the hTLS neural tube has a dorsal identity (*PAX6*, *OLIG3* and *IRX3)*, with no detectable ventral (*OLIG2* and *NKX2-2/8*), floor plate (*FOXA2* and *SHH*) or roof plate markers (Fig. 4a,b). Indeed, comparison of the hTLS neural clusters with human embryonic spinal cord data^71^ showed that they aligned the most strongly to progenitor dorsal cell identities, excluding the roof plate (Extended Data Fig. 7a).

**Fig. 4:**
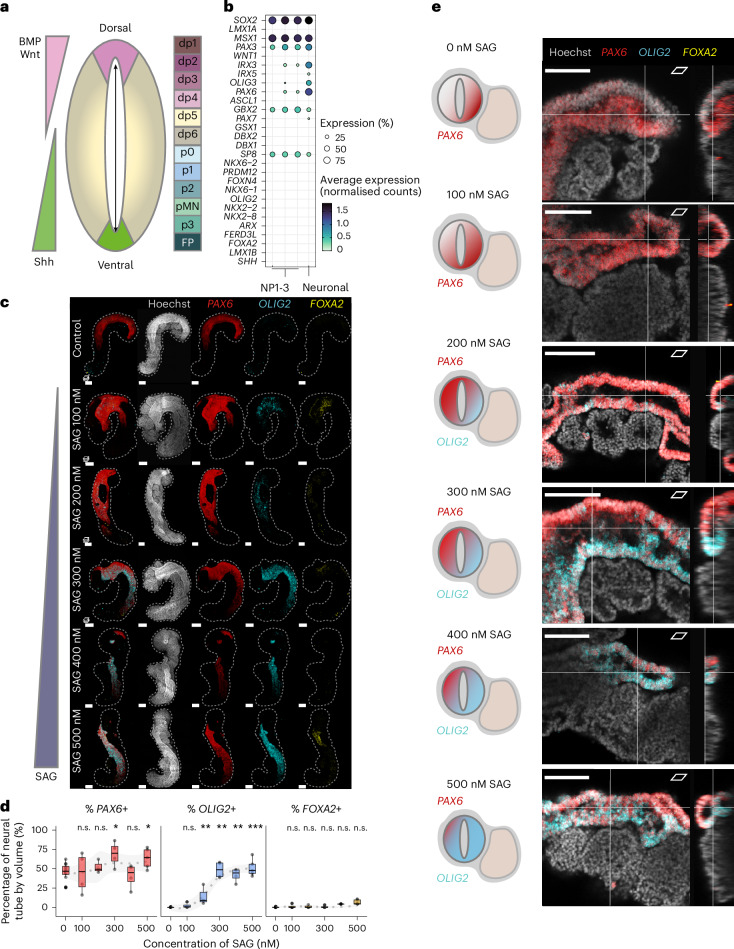
DV patterning in hTLS structures. **a**, Schematic diagram of the signalling gradients (left) and subsequent DV patterning of the neural tube (middle), leading to discrete neural populations (right). BMP, bone morphogenetic protein. **b**, Gene expression of neural populations in hTLS, ordered from top to bottom by expression along the DV axis in embryos. **c**, Projected images of 144-h LaminB1::mTagRFP-T hTLS treated with increasing concentrations of SAG (SHH pathway activator) and HCR stained for neural markers (*n* = 5–8 per condition). Dashed line outlines hTLS boundaries. Scale bars, 100 µm. **d**, Quantification of expression by volume (%) with increased exposure to SAG. Dashed line indicates smoothed trend with 0.95 confidence interval (grey ribbon). Box plots represent mean (centre line) and interquartile range (bounding box), with whiskers representing the largest and smallest value no further than 1.5× the interquartile range and outliers represented as black dots. n.s., non-significant. ^*^P < 0.05; ^**^P < 0.01 obtained by two-sided Wilcoxon test compared with 0 µm SAG control (*n* = 3–12 per condition). **e**, Schematic diagrams (left), *XY* images (middle) and *YX* optical slices (right) showing HCR gene expression in the 144-h hTLS neural tube with increasing SAG concentrations. Scale bars, 150 µm for SAG 200 nM condition and 100 µm for all others in **e**. Source data

Likewise, the somitic identity (Extended Data Fig. 7b) of hTLS show expression of pan-somite markers (*TCF15*, *MEOX1* and *FOXC2*), dorsal markers of dermomyotome (*PAX3*, *PAX7*, *SIX1*, *SIX4* and *EYA1*) and syndetome (*SCX*; Extended Data Fig. 3c,h), with very few or no late dermatome or myotome markers (*MYF5*; Extended Data Fig. 7c; *MYOD* and *MYOG* not expressed). 

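Somite-like cells expressed the pan-somite genes at each time point and the dermomyotome genes PAX3, PAX7, SIX4 and EYA1 at higher levels later, while late myotome genes were close to undetected. TCF15, MEOX1 and FOXC2, transcription factors of paraxial mesoderm, were at 314, 366 and 287, 100.1, 155 and 149, and 159, 157 and 120.3 CPM in somite-like cells at 72 h, 96 h and 120 h. These 3 genes and PAX3 were among the markers that define the class. PAX3, a paired-box factor of dermomyotome, was at 61.5 (57.6 to 65.7), 155 and 289 (282 to 296) CPM. Its paralogue PAX7 was at 0.135, 1.03 and 3.49 (2.78 to 4.33) CPM. PAX7 was higher in merged neural cells at each time point. Whether doublets with neural cells raise its level in somite-like cells was not tested. The dermomyotome genes SIX4 and EYA1 were at 27.5, 36.4 and 58.6 CPM and 20.4, 37.6 and 52.8 CPM. SCX, a factor of tendon progenitors, was at 11.9 (10.3 to 13.8), 13.9 and 7.23 (6.19 to 8.4) CPM in somite-like cells and at 1.68, 1.92 and 1.10 CPM in merged neural cells. The share of somite-like cells with an SCX UMI at 120 h was 8.28% (3.51% after thinning), against 1.06% (0.500%) of merged neural cells, at medians of 10160 and 8093 UMIs and with 51 and 186 cells left out. MYF5, an early muscle determination factor, had 0, 5 and 10 UMIs in all cells, and MYOD1 and MYOG, later muscle factors, had 0 UMIs at each time point. Of dermatome genes, EN1 had 1, 0 and 0 UMIs and TWIST2 was at 5.40, 4.43 and 5.09 CPM in somite-like cells. Genes of myotome met in 0 cells and genes of syndetome in 0, 1 and 1 cells with at least 3 required. Among somite-like cells at 72 h the median was 30857.5 UMIs, above the 16433 of the library. With cells over 2 times their library's median UMIs left out, 227 of 430 somite-like cells remained at 72 h.

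**Figure D5:**
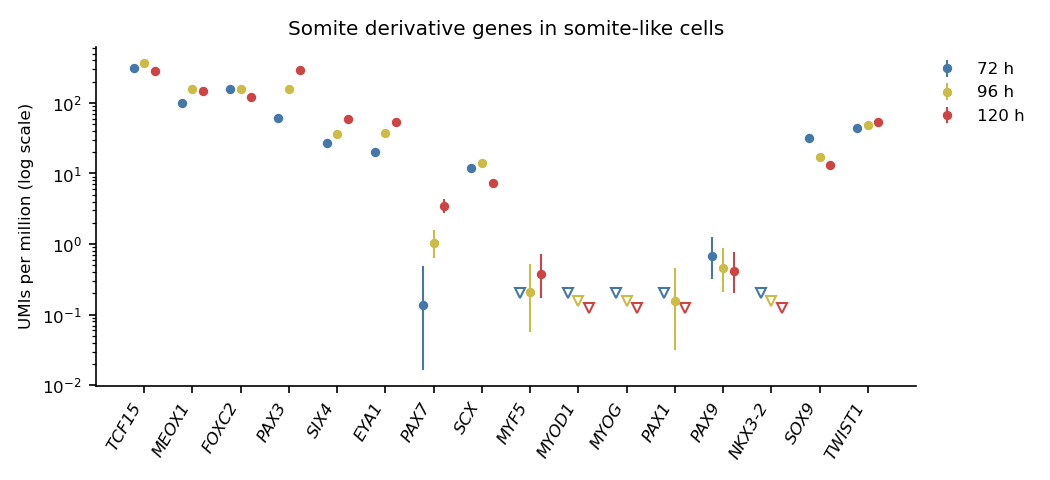
CPM in somite-like cells (log axis) of pan-somite, dermomyotome, syndetome, myotome and sclerotome genes at 72 h, 96 h and 120 h, with exact 95% Poisson intervals as bars and open triangles at the level of 3 UMIs for libraries with 0 UMIs. PAX3 stands above 100 CPM at 120 h, and MYF5 below 1 CPM.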

We observed few cells expressing markers of ventral somitic identity, the sclerotome, with only a handful expressing detectable *PAX1* or *PAX9* (Extended Data Fig. 7c). Together, this suggests that the lack of notochord leads to an overall dorsalization of both the somites and the neural tube in hTLSs.

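PAX1 and PAX9, paired-box factors of sclerotome, were each found in few cells. PAX1 had 1, 3 and 0 UMIs in all kept cells at 72 h, 96 h and 120 h, and PAX9 had 30, 16 and 27 UMIs in 30, 16 and 27 cells. In somite-like cells PAX9 was at 0.675 (0.324 to 1.24), 0.464 (0.212 to 0.880) and 0.420 (0.202 to 0.773) CPM. A PAX9 UMI was found in 0.560% of somite-like cells at 120 h (0.230% after thinning), and in 0.317% of merged neural cells (0.195%), where the median depth was lower. NKX3-2, a further sclerotome factor, had 2, 0 and 0 UMIs. SOX9 and TWIST1, which sclerotome shares with other tissues, were detected in somite-like cells, SOX9 at 31.7, 17.2 and 13.3 CPM and TWIST1 at 43.9, 49.0 and 52.8 CPM. At least 3 of the 5 sclerotome genes met in 7, 7 and 1 cells. With no doublets removed they met in 7, 8 and 2 cells, against 0.984, 0.910 and 0.548 expected from independent detection. At least 2 of them met in 279, 251 and 175 kept cells, against 161.8, 152.2 and 113.4 expected. The list's 3 measured genes had a median ratio of 120 h to 72 h of 0.623 (percentile 1.52) in somite-like cells.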

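Genes that answer to hedgehog signalling were detected at each time point, and as a group they were not higher at 120 h than at 72 h. PTCH1, the hedgehog receptor and a target of the pathway, was at 135, 78.5 and 81.6 CPM in all cells at 72 h, 96 h and 120 h. GLI1, a target with little expression in the absence of the signal, had 359, 92 and 25 UMIs. The 4 SHH target genes had a median ratio of 120 h to 72 h of 0.969 (percentile 20.3) in merged neural cells, where 1 gene was over 2 times and 1 under 0.5 times, and 0.867 (percentile 21.2) in somite-like cells. From the dorsal genes in both tissues and the lack of ventral genes and of notochord, the paper proposes that the lack of notochord leads to an overall dorsalization.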

To test whether hTLSs do still have the capacity to ventralize, we exposed the structures to varying concentrations of Smoothened agonist (SAG), which promotes SHH signalling, as well as to the small molecule cyclopamine that inhibits SHH signalling^72^ as a control (Extended Data Fig. 7d). Upon SAG addition, we observed increasing ventralization of hTLS structures in a dose-dependent manner, with increased expression of ventral neural tube (*OLIG2* and *FOXA2*; Fig. 4c) and ventral somite (*PAX1* and *TWIST1*) markers (Extended Data Fig. 7e). In addition, the morphology of hTLSs appeared to be altered under increasing SAG exposure with less compacted anterior somites (Extended Data Fig. 7f), suggesting that epithelial-to-mesenchymal transition associated with ventral (sclerotome) fates could be occurring, while cyclopamine had no observable effect on hTLSs (Extended Data Fig. 7g). However, the dose-dependent ventralization of hTLSs exposed to SHH signalling was not simply all-or-nothing. Surprisingly, we observed that at high concentrations of SAG exposure, not only did proportions of *OLIG2*+ cells increase in the neural tube (Fig. 4d), but these were organized across an axis orthogonal to the AP axis (Fig. 4e). In the embryo, it is known that negative feedback between transcription factors acts to establish discrete domains of neural progenitor identity along the continuous SHH gradient^73^, and the same is probably happening in the hTLS model. However, because the hTLSs are exposed to a single, exogenous concentration of SAG throughout (rather than a localized source), the appearance of a consistent axis was surprising. In this case, we reasoned that the juxtaposition of the somites next to the neural tube may establish some aspects of an axis because the *OLIG2*+ domain was localized adjacent to the somites (Fig. 4c–e). We therefore set out to investigate the nature of this communication between the somites and the neural tube.

### Signalling interactions between tissues

One of the primary benefits of a co-developing system such as the hTLS is the ability to use it to probe the interactions between tissues, which would otherwise present challenges in an embryonic context. Beyond the difficulties of accessing human embryonic material at these stages of development, the complexity of the signalling landscape—with signals emanating from diverse tissues and organs, across multiple spatial axes and dynamically changing over time—makes it complicated to unravel the contribution of a single tissue. In this case, we were interested in the signalling interactions between the neural tube and somites, in the absence of all other tissues (Fig. 5a).

**Fig. 5:**
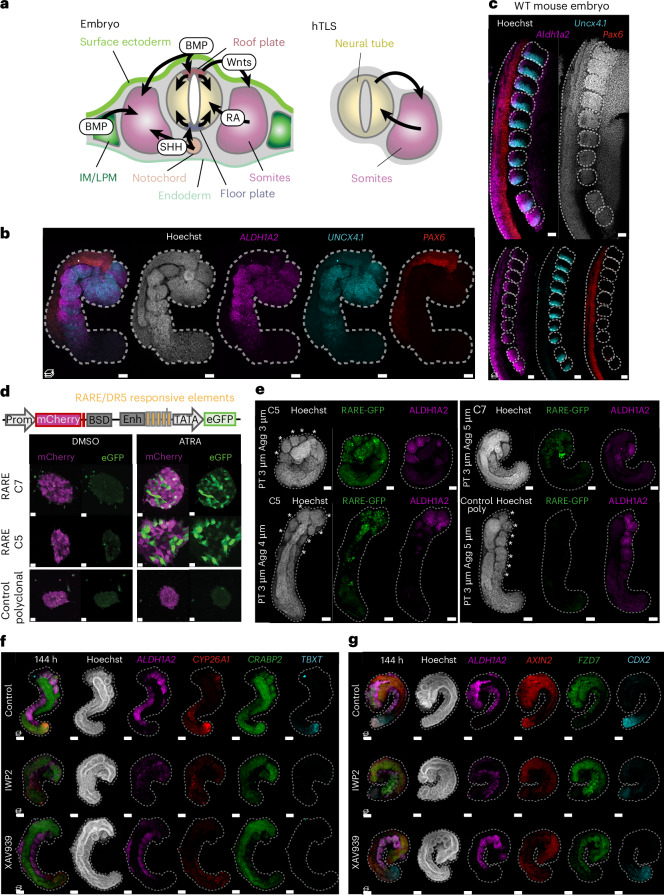
Interactions between somites and the neural tube in hTLS and embryos. **a**, Schematic diagram of the reciprocal signalling environment of the embryo (left) and hTLS (right). RA, retinoic acid; IM, intermediate mesoderm; LPM, lateral plate mesoderm. **b**,**c**, Somite-specific *ALDH1A2* expression adjacent to the neural tube, in 120 h ZO-1::mEGFP hTLS (*n* = 4) (**b**) and E9.5 mouse embryo (*n* = 3) (**c**). **d**, Schematic of the RARE reporter cassette (top; diagram adapted from the LipExoGen website) and its functional validation upon RA addition in 2D cultures of clonal (C5 and C7) and polyclonal DR5/RARE reporter (middle) and control cells lacking the DR5/RARE elements (bottom). Prom, promoter; BSD, blasticidin selection domain; Enh, enhancer. **e**, The 120-h hTLS structures made with RARE reporter cell lines or control lines, with the addition of ALDH1A2 antibody staining (*n* = 1–8, *Z*-step, 2 µm and averaging eight images). **f**,**g**, Wnt signalling inhibition through IWP2 and XAV393 and resulting effect on elements of the RA (**f**) or Wnt (**g**) signalling pathways in 144-h LaminB1::mTagRFP-T (*n* = 6–8 per condition). Scale bars, 50 μm (**b**–**e**), 100 μm (**f** and **g**). Asterisks indicate somites; the dashed line outlines the hTLS.

We turned first to unbiased, computational approaches to interrogate the putative signalling ligand–receptor interactions predicted between the two tissues. Building on the expression profile of ligands and receptors of known pathways, we used CellChat^74^ to identify statistically significant, unidirectional interactions specifically from the somitic to the neural tissues (combining neural progenitor populations 1–3 and neuronal clusters) or the inverse interaction. This identified several putative signalling interactions, including RA, Notch, IGF, fibronectin and EphA signalling from somites to neural tissue and cholesterol, GDF, non-canonical Wnt, SEMA6 and SLITRK pathway signalling from neural to somitic tissues (Extended Data Fig. 8).

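CellChat was not rerun, and the levels of the ligand and receptor genes of the named pathways were compared between somite-like and merged neural cells of the same library. ALDH1A2, the enzyme that makes retinoic acid, was expressed almost entirely on the somitic side, at 70.9, 55.7 and 53.2 CPM in somite-like cells and 1.63, 1.12 and 1.99 CPM in merged neural cells at 72 h, 96 h and 120 h. CRABP2, a carrier of retinoic acid, was higher in merged neural cells at 120 h (681 (672 to 689) CPM) than in somite-like cells (382 (374 to 389.9) CPM), as was the receptor gene RARB (27.9 and 9.50 CPM). The Notch ligand gene DLL3 was at 148, 50.8 and 24.0 CPM in somite-like cells and 10.3, 8.48 and 5.87 CPM in merged neural cells. The receptor genes NOTCH1 and NOTCH2 were expressed in both, at 26.6 and 45.4 CPM in merged neural cells at 120 h. The paper's merged cluster also includes neuronal cells, which the merged neural class here leaves out. In neuron-like cells DLL3 was at 164 CPM with the libraries summed, against 64.5 CPM in somite-like cells. IGF2, a growth factor gene, was at 7.02, 13.7 and 57.4 CPM in somite-like cells and 0.137, 1.03 and 6.26 CPM in merged neural cells, and the receptor gene IGF1R was at 88.1 and 87.6 CPM at 120 h. FN1, the fibronectin gene, was at 95.2, 54.9 and 92.4 CPM in somite-like cells and 51.9, 60.6 and 182 CPM in merged neural cells, and so was higher in somite-like cells at 72 h and in merged neural cells at 120 h. EFNA1, an ephrin ligand gene, was 12.9 to 15.4 times higher in somite-like cells, and the 6 EphA receptor genes together were at 183 CPM in merged neural and 102 CPM in somite-like cells at 120 h. On the neural side, the non-canonical Wnt ligand gene WNT5B was at 37.4, 9.43 and 7.69 CPM in somite-like cells and 122, 46.2 and 32.2 CPM in merged neural cells, and WNT5A was at 68.0 and 130.3 CPM at 120 h. Its receptor gene FZD7 was higher in somite-like cells, at 104 CPM against 45.6 CPM at 120 h. WNT5A was not particular to neural cells. With the libraries summed it was at 234.8 CPM in NMP-like, 251.1 CPM in PSM-like and 228.3 CPM in determination front-like cells. GDF11, a TGFβ-family ligand of the posterior axis, was at 64.0, 81.7 and 109 CPM in somite-like cells and 79.0, 100.4 and 149 CPM in merged neural cells. SEMA6D, a guidance cue, was higher in somite-like cells at 72 h (13.1 against 4.97 CPM) and in merged neural cells at 120 h (64.3 against 22.6 CPM), and PLXNA2, a plexin receptor gene, was at 53.7 CPM in somite-like and 26.9 CPM in merged neural cells at 120 h. SLITRK5, a synaptic adhesion gene, was at 25.7, 31.4 and 62.8 CPM in somite-like cells and 44.9, 44.5 and 74.9 CPM in merged neural cells. The 14 cholesterol synthesis genes together had a ratio of somite-like to merged neural level of 0.993, 0.921 and 0.907. These levels are of RNA and show where a ligand or receptor could be made, not that it signals.

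**Figure D6:**
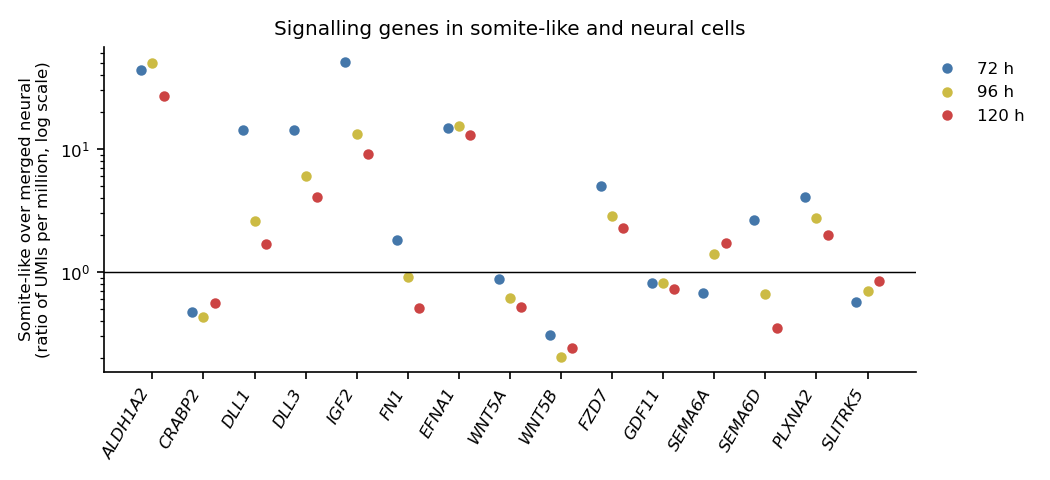
Ratio of the CPM in somite-like cells to that in merged neural cells (log axis) for ligand, receptor and carrier genes at 72 h, 96 h and 120 h, with a line at 1 and no intervals drawn. ALDH1A2 and IGF2 stand above the line and WNT5B below it at each time point.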

We validated the expression signatures of somite-derived RA and neural tube-derived non-canonical Wnt signalling by examining the localization of the gene corresponding to an RA-binding protein, *CRABP2* (alongside *ALDH1A2* and *CYP26A1*), which was expressed in the neural tube, as predicted, and by expression of ligands *WNT5A* and *WNT5B* in the neural tube and receptor *FZD7* in the somites (Extended Data Fig. 8c). We therefore hypothesized that signalling between the two tissues in the hTLS is responsible for setting positional identity.

### Mediolateral ALDH1A2 expression in somites

An additional surprise came on closer examination of the somites, where we noticed that *ALDH1A2* was not uniformly localized across the somite but instead was most strongly expressed adjacent to the neural tube (Fig. 5b and Extended Data Fig. 9a). This is in direct contrast with somite-only axioloid structures, where ALDH1A2 was shown to instead have an AP polarity^15^, consistent with our own experiments in axioloids (Extended Data Fig. 9). This hinted that the presence of the neural tube may bias the localization of *ALDH1A2* expression to the neural tube-adjacent side, with important implications for the mechanism of mediolateral polarization in somites. Although this phenomenon does seem to be apparent from closer inspection of existing data^75^, we examined the same gene expression in E9.5 mouse embryos (Fig. 5c), where we likewise observed a clear medial bias of *ALDH1A2* expression in the somites (Supplementary Video 3).

To verify that endogenous RA signalling was indeed occurring in hTLSs, we engineered a RARE/DR5–eGFP reporter line (where DR5 is direct-repeat-5) that contains five RARE/DR5 responsive element repeats that promote eGFP expression as a result of RA binding (FCI-GM25256-RARE), or control reporters without the RARE binding sequence (FCI-GM25256-Ctrl; Fig. 5d and Extended Data Fig. 9f). Although spontaneous reporter silencing led to a salt-and-pepper pattern of fluorescence, clear signal could be seen in both the neural tube and somites, indicating that active RA signalling is indeed occurring in the system (Fig. 5e). We also made use of an ALDH1A2 antibody to confirm protein-level expression of the enzyme in the somites of hTLS structures, although the medial bias was less clear at the protein level (Fig. 5e).

Together, these data suggest that the neural tube biases the localization of ALDH1A2 to the medial somite domain in both embryos and models, which leads to active RA signalling exposure within both the somites and the neural tube.

### Non-canonical Wnt signalling establishes *ALDH1A2* expression in somites

It remained unclear how the medially localized *ALDH1A2* expression was established in somites. We reasoned that it was probably due to signalling from the neural tube, given the localization adjacent to the tube, and so turned to the other significantly enriched pathway proposed via CellChat analysis (Extended Data Fig. 8), the non-canonical Wnt (ncWnt) signalling pathway through WNT5A and WNT5B. To investigate whether ncWnt might act upstream of *ALDH1A2* localization, we inhibited signalling using either IWP2 (a porcupine inhibitor targeting both canonical and ncWnt) or XAV939 (a tankyrase inhibitor targeting only canonical Wnt signalling) or activated it with recombinant WNT5A or WNT5B. While XAV393 had a mild effect on hTLS structure at 120 h (Extended Data Fig. 9b,c), this had fully resolved by 144 h, which was equivalent to the control structures (Fig. 5f,g). However, IWP2 had a sustained impact on both *ALDH1A2* expression and hTLS morphology, with a lack of somitic epithelialization that mirrored the effect of the lack of retinal (Fig. 5f,g and Extended Data Fig. 1i). WNT5A and WNT5B had little discernible effect on either the morphology or patterning of hTLS structures (Extended Data Fig. 9d,e). While we cannot rule out that the lack of epithelialization could be a cause rather than a consequence of the lack of *ALDH1A2* expression, it is possible that ncWnt is the signal originating in the neural tube that leads to localized ALDH1A2, which in turn drives endogenous RA signalling and subsequent epithelialization.

### Somite-to-neural tube RA signalling in hTLS

We next turned our attention to the downstream role of localized *ALDH1A2*. In the embryo, RA signalling from the somites to the neural tube is thought to have three main functions: (1) AP axis organization and morphogenesis of the neural tube, (2) promoting cellular neurogenesis and (3) mediating the DV patterning of neural tube populations (see ref. ^76^ for review). In addition, in the absence of RA signalling, there is an expanded domain of ventral gene expression in the neural tube^77^, suggesting that it has a dorsalizing influence on the neural tube.

To test whether similar effects were also occurring in hTLS structures, we prevented RA signalling either by removal of the exogenous retinal or by exposure to the pan-RA receptor (RAR) inhibitor, BMS493^78^. Following early (72–120 h) exposure to BMS493, hTLS structures were morphologically impaired, with a smaller overall area, and were composed of fewer organized somites, a smaller neural tube and an increased tailbud size (Extended Data Fig. 10a,b). This is consistent with the role of RA signalling in axial organization and morphology, as *Raldh2*^−/−^ mouse embryos die mid-gestation with aberrant morphology that includes a truncated posterior axis, small somites and an irregularly folded neural tube^79^. However, when hTLSs were exposed to BMS493 at later timepoints (96–120 h), there was a significant reduction in area but overall morphology was comparable to controls (Extended Data Fig. 10a,b). This suggests that at this point, morphology had already been established and blocking the RA signalling might specifically affect the ongoing interactions between somites and the neural tube. Indeed, hTLS structures exposed to BMS493 at either timepoint showed much lower or no *CYP26A1* in the neural tube, in contrast to control structures (Extended Data Fig. 10c) consistent with published data from chick embryos^77^. We therefore further investigated the proposed role of somite-derived RA signalling on the neural tube by focussing on the latter timepoint.

To investigate the role of somite-derived RA on early neurogenesis, we examined marker expression in hTLS structures, including *DLL1* and *NGN1* (Fig. 3g and Extended Data Fig. 10d–f). Upon RA signalling inhibition, we observed significantly fewer *DLL1*+ cells in the neural tube (Fig. 5f). In vitamin A deficient (VAD) quails that lack the precursor to RA, retinal, *Delta-1* expression is depleted from the caudal neural tube in 9–19 somite-stage embryos^8^, but in the *Raldh2*^−/−^ mouse model, *Delta-1* expression is comparable to wild type (WT) at the 14–15 somite stage^80^. As such, the observation that hTLSs show RA-dependent neurogenesis hints that there may be additional species-specific differences in how RA signalling affects the neurogenesis cascade.

We next examined the role of somite-derived RA signalling on patterning in the neural tube. It is known that *Raldh2*^−/−^ mice and VAD quails have depleted expression of *Pax6* in the neural tube compared with WT embryos^75,77^. We therefore examined the expression of *PAX6* in the hTLS with late RA signalling inhibition and observed a substantial depletion of this neural marker from the neural tube (Fig. 6a). Conversely, the addition of all-*trans* RA (ATRA) onto hTLS structures increased the expression of *CYP26A1* in the neural tube, with no obvious difference in *DLL1* expression and with broad expression of *PAX6* across the neural tube (Extended Data Fig. 10g). Taken together, this suggests that somite-derived RA signalling is required for *PAX6* expression in hTLS and, given the spontaneous neural tube patterning observed (Fig. 4), makes it likely that RA signalling is responsible for establishing this patterning. Similar SHH-independent RA signalling effects on neural progenitor identity have been shown in chick embryos^81^ but not in a human system.

**Fig. 6:**
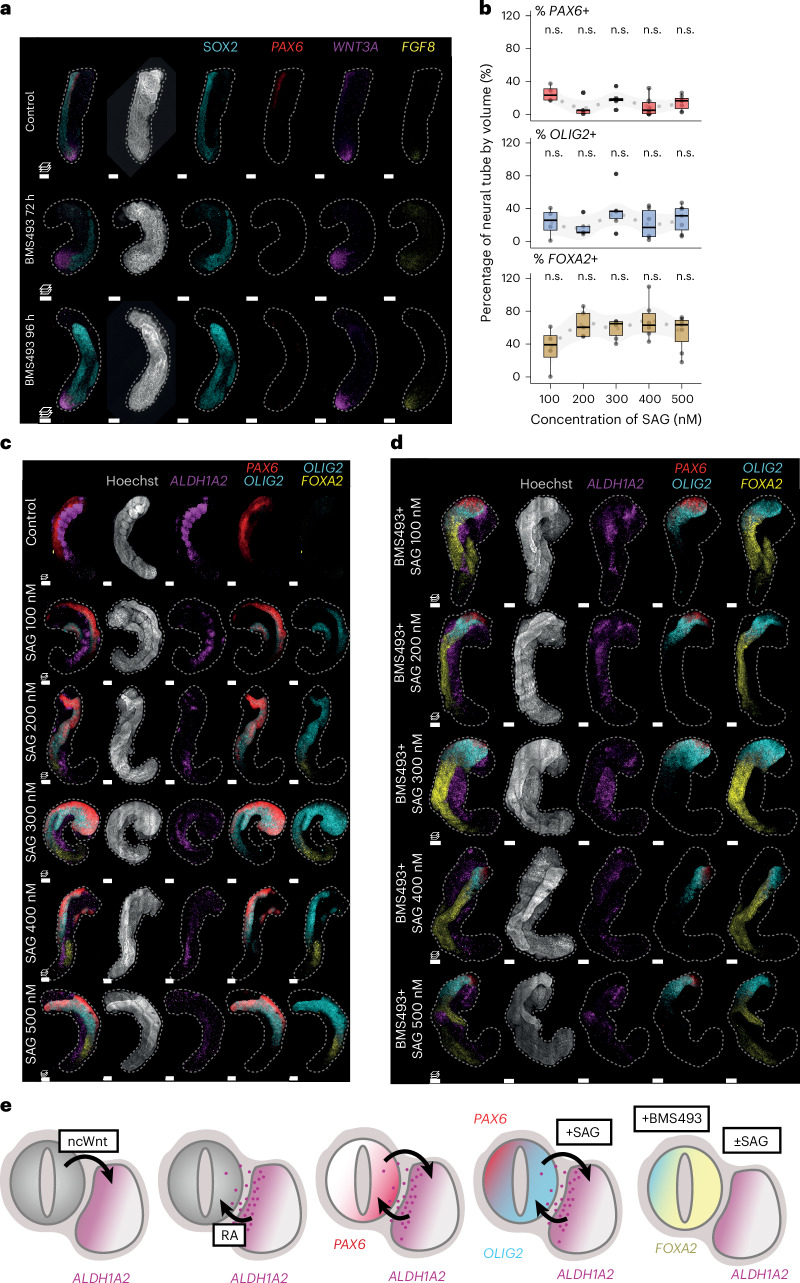
Effect of combined RA and SAG modulation on hTLS. **a**, LaminB1::mTagRFP-T 120 h hTLS structures following RA inhibition with BMS493, showing depletion of *PAX6* expression from the neural tube (*n* = 3–5 per condition). **b**, Quantification of HCR expression by neural tube volume (%) with exposure to SAG and BMS493. The dashed line indicates the smoothed trend with 0.95 confidence interval (grey ribbon). The box plots represent mean (centre line) and interquartile range (bounding box), with whiskers representing the largest and smallest value no further than 1.5× the interquartile range and outliers represented as black dots. n.s., non-significant. ^*^P < 0.05; ^**^P < 0.01 obtained by two-sided Wilcoxon test compared with all samples. **c**,**d**, Effect of variable SAG exposure without (**c**) (*n* = 5–6 per condition) and with (**d**) RA inhibition by BMS493 on 144 h LaminB1::mTagRFP-T hTLS (*n* = 5–7). **e**, Schematic diagram of proposed reciprocal signalling occurring between somites and the neural tube of hTLSs. Non-canonical Wnt signalling from the neural tube probably biases *ALDH1A2* expression in the somites towards the neural tube (far left), followed by subsequent RA signalling from the somites to the neural tube (middle left). This leads to *PAX6* expression being biased towards the somitic side (middle), or in the context of SAG exposure, increased *OLIG2* expression adjacent to the somites (middle right). This patterning is dependent on endogenous RA signalling because inhibition leads to *FOXA2* expression in the absence of other mediolateral patterning (far right). Asterisks indicate somites; dashed lines outline the hTLS. Scale bars, 100 μm. RA, retinoic acid; IM, intermediate mesoderm; LPM, lateral plate mesoderm. Source data

To test this hypothesis, we performed an experiment in which we varied the concentration of SAG exposure in the presence of BMS493 to inhibit RA signalling. The logic was that if endogenous RA signalling from somites was responsible for the localized induction of *OLIG2* with dose-dependent exposure to SAG, these expression patterns should be abrogated when an RA signalling inhibitor was added. Indeed, we observed decreased *PAX6* expression and a marked increase in *FOXA2* expression under BMS493 treatment (compare Figs. 4d and 6b) across all SAG exposures, while OLIG2 was no longer dose-responsive to SAG (Fig. 6b–d). As transcription factor networks composed of negative feedback motifs have been well described in the patterning of the neural tube^82,83^, it is likely that the concomitant increase in *FOXA2* and decrease in *PAX6* is the direct result of feedback mechanisms due to the lack of RA-responsive gene expression. The lack of dose-responsiveness to SAG also indicates that RA is necessary for fine-tuning the neural identities, while the consistent presence of PAX6+ and OLIG2+ cells always at the anterior part of the neural tube (Fig. 6d) indicates that timing of exposure to, or inhibition of, RA/SHH signalling likewise plays a role in patterning. This result showcases the flexibility of using an in vitro model to explore the interplay between endogenous signalling, intrinsic regulatory networks and exposure to external signalling factors, to better understand patterning dynamics, especially in a human context.

Taken together, these data suggest that initial ncWnt signalling from the neural tube to the somites results in the medial somitic localization of ALDH1A2 adjacent to the neural tube, which, in turn, leads to RA signalling from somites to the neural tube that promotes *PAX6*/*OLIG2* expression specifically at the side adjacent to the somites (Fig. 6e). Integration with the SHH pathway leads to progressive ventralization while maintaining the self-organized patterning in the neural tube established by localized signalling from the somites, due at least in part to endogenous RA signalling. This reciprocal signalling between the somites and the neural tube may therefore play an important role in ensuring that correct axial patterning is coordinated between tissues and suggests that elements of a mediolateral or DV axis can be established, even in the absence of signalling centres such as the notochord or lateral plate mesoderm.

## Discussion

Our system has revealed several features associated with the development of the paraxial mesoderm and neural tube. Interestingly, although hTLSs represent the thoracic and lumbar region, the neural tube structures develop through a process similar to secondary neurulation, which is characteristic of the tail region^32^. This suggests that, in the embryo, the mode of neurulation is dependent on the early morphology at gastrulation, and because the hTLS model bypasses these morphological stages, they utilize secondary neurulation mechanisms instead. This may also explain why different species evolutionarily rely on primary and secondary neurulation to different extents^84^, as a function of their early morphological constraints. It would be interesting to explore in subsequent research whether this substitution in the mode of neurulation plays a role on the cell biology or fate decisions in the neural tube.

The most noteworthy findings from this work concerns signalling interactions between the paraxial mesoderm and the neural tube. For instance, the hTLS model revealed medially localized *ALDH1A2* in the early somites of both hTLS and E9.5 mouse embryos. It could be that this organized gene expression is necessary for subsequent differentiation into the epaxial and hypaxial muscles^85^ and may represent the earliest distinction of mediolateral identity in the somites. It also demonstrates that neural tube-derived signals are sufficient to initiate mediolateral patterning in the somites, even in the absence of the intermediate or lateral plate mesoderm that would normally be localized laterally.

We also identified spontaneous patterning of the neural tube orthogonal to the AP axis, on the basis of somite-adjacent localization and due to RA-induced signalling emanating from the somites. While this is likely to reflect RA dependency rather than DV axis patterning per se, somite-derived signals in the human embryo could certainly contribute to DV axis patterning alongside the influence of the notochord. Previous research in animal models has suggested that RA signalling indeed plays an important role in DV patterning, but its precise function is often difficult to isolate owing to the complex interactions with other signalling pathways, including the SHH, Wnt and FGF pathways. For instance, VAD quail embryos exhibit a ‘dorsal shift’ in neural tube patterning, with expanded domains of genes associated with a ventral identity compared with WT^77^, suggesting a dorsalizing role for RA signalling. This is complementary to the results we describe following RA signalling inhibition under SAG exposure, where hTLS neural tubes are ventralized. Embryo models such as hTLSs may therefore allow us to isolate pathways, disentangling the roles of different signalling mechanisms in tissue patterning.

However, while the hTLS model offers many advantages, it is important to recognize its limitations. For example, our data suggest that the notochord is not strictly required for neural tube-derived signalling to the somites, but we cannot exclude the possibility that additional relay interactions, such as notochord-induced floor plate maturation, may additionally occur in the embryo. We also cannot rule out that some of the differences between somite-only (axioloids) and somite and neural tube-containing hTLS might be partially due to differences in Chi concentration exposure. Dissection experiments where tissues are removed after specification may resolve this by decoupling the signalling induction from tissue presence or absence but would be technically challenging. These considerations highlight the distinction between embryo models and embryos, emphasizing the complementary role of such models in developmental research.

Moreover, we anticipate that hTLS models could be of value in disease modelling in the future, given their origin from human iPS cells. One notable observation from our study is the formation of the hTLS neural tube via a secondary neurulation-like process, which could prove valuable for investigating rare NTDs.

Overall, we have shown that interactions between the somites and the neural tube leads to patterning events including mediolateral *ALDH1A2* expression in somites and patterning in the neural tube, mediated through localized RA signalling. These events are spontaneous and self organized, and they can enable us to explore how feedback and relay mechanisms combine to enable co-development across tissues in a human developmental context.

## Methods

### Ethical statement

The hTLS model as described in this manuscript represents a human stem cell-based embryo model of post-gastrulation stages. However, the model lacks extraembryonic tissues (and is therefore ‘non-integrated’ by 2021 International Society for Stem Cell Research (ISSCR) terminology on embryo models^86^) and additionally lacks tissues including the anterior neural, intermediate and lateral mesoderm; notochord; endoderm and non-neural ectoderm, among others. No human embryos were used in this research. All research with human ES cells was performed at the Francis Crick Institute under approval from the UK Stem Cell Bank Steering Committee (approval no. SCSC21-06). This work has been conducted in accordance with the 2021 ISSCR Guidelines.

### Mouse work

All experiments carried out on mice (*Mus musculus*) were conducted according to the UK Animal (Scientific Procedures) Act under licence no. PP6551133. The CD-1 animals were held within a Techniplast individually ventilated cage Green Line system, and the air movement in the cages was regulated by a Techniplast air management unit on negative pressure, 75 ACH/−20%, with all cages placed on automatic watering. The humidity and temperature were regulated at room level, set at code-of-practice standard levels of 20–24 °C and 55% (±10%) humidity. The light cycle was 7 a.m. to 7 p.m., including dawn and dusk settings. The animals were kept on Datesand Eco Pure Chips sawdust, Bed-r’Nest nesting and smart homes enrichment, with sterilized Teklad Global 18% Protein Rodent Diet (2018S).

Embryos were obtained from five pregnant adult female mice at E9.5 and were dissected from maternal and extraembryonic tissues. Before fixation, embryos were washed in PBS for a few minutes. Mouse embryos were fixed overnight in 4% paraformaldehyde (PFA; v/v; Alfa Aesar, 43368.9 M) in RNase-free PBS (Invitrogen, AM9625) at 4 °C, then dehydrated gradually into methanol by incubating them for 5 min in a series of increasing concentrations (0%, 25%, 50%, 75% and 100% by volume, respectively) in RNase-free PBS with 0.1% (v/v) Tween20 (Sigma-Aldrich, P1379) (PBST) on ice.

### Human stem cell lines

The cell lines used in this study include the human iPS cell lines HES7::Achilles^49^, SOX2::mEGFP (FCI-AICS-0074-026)^87^, ZO-1::mEGFP (FCI-AICS-0023)^87^, β-catenin::mEGFP (FCI-AICS-0058 cl.67)^87^, LaminB1::mTagRFP-T (FCI-AICS-0034 cl.62)^87^ and H2B::mEGFP (FCI-AICS-0061 cl.36)^87^; and the human ES cell lines RUES2-GLR^47^ and H9 SOX2::H2B-tdTomato/T::H2B-GFP dual reporter^88^ (H9-SBR). Cell lines engineered to report RA activity and associated control cell lines were derived from the parental WTC-11 cell line (Coriell Institute, GM25256) expanded at the Francis Crick Institute (FCI-GM25256). This research used Crick Human Embryo and Stem Cell Unit (now Human Biology) core facility expanded cell lines made possible through the Allen Cell Collection (NIGMS Human Genetic Cell Repository), available from the Coriell Institute for Medical Research (repository ID nos. AICS-0074-026, AICS-0023, AICS-0058, AICS-0034, AICS-0061 and GM25256). The HES7::Achilles iPS cell line was a gift from Olivier Pourquie. The H9-SBR ES cell line was a gift from Ting Zhou. The RUES2-GLR ES cell line was a gift from Ali Brivanlou. All cells were cultured in incubators at 37 °C and 5% CO_2_. Human PS cells were cultured routinely in either StemFit Basic 02 (Ajinomoto, discontinued in the European Union) supplemented with 80 ng ml^−1^ bFGF (PeproTech, 100-18B) or mTeSR 1 (STEMCELL Technologies, 85850) on 0.25 µg cm^−2^ recombinant Laminin iMatrix-511 silk E8-coated plates (AMSbio, AMS892 021). Cultures of 80–90% confluency were routinely passaged using Accutase (STEMCELL Technologies, 07922), and single cells were seeded with medium supplemented with 10 µM Y-27632 (ROCK inhibitor; Tocris Biosciences, 1254). Fresh medium was exchanged daily. Cells were regularly tested for mycoplasma contamination by PCR.

### Generation of RA activity reporting cell lines

Human cell lines genetically engineered to contain the RARE were established from FCI-GM25256 cells by transfection with the RARE/DR5 Lentiviral Dual-Reporter System (Fluorescence) (TRS-0043-2, LipExoGen Biotech). Two sets of cell lines were generated via lentiviral transfection, one reporting RA activity and the other as a negative control. In both systems, the lentiviral vector contains a dual fluorescent reporter system, containing (1) mCherry, constitutively expressed, and (2) eGFP, of which the expression is controlled by RA signalling. Specifically, eGFP expression is activated when RAR–RXR heterodimers bind to tandem direct-repeat-5 (DR5) response elements in the presence of the ligand ATRA. The control cell lines contain the eGFP sequence but lack the DR5 elements and therefore do not respond to ATRA.

FCI-GM25256 cells were transduced via lentiviral particles with the addition of polybrene 9 μg ml^−1^ (Sigma; TR-1003-G). Infection efficiency, as assessed by the proportion of mCherry+ cells, was evaluated 48–72 h later. A few days after infection, monoclonal and polyclonal cell lines for each construct were generated by fluorescence-activated cell sorting (BD FACSAria Fusion flow cytometer) sorting 1 or 100 mCherry+ cells, respectively, per well. Newly generated cell lines were expanded and cultured in mTeSR1 supplemented with 10 µg ml^−1^ blasticidin (Gibco, R21001) for selection. Functional validation of the reporter cell lines to 100 nM ATRA (Sigma-Aldrich, R2625) was evaluated after exposing the cells to ATRA for 24 h. Requests for use of this reporter line should be directed to the corresponding author.

### Human gastruloids

RUES2-GLR human ES cells grown routinely in NutriStem hPSC XF were first plated as single cells at a density of 5.2–6.7 × 10^3^ cells cm^−^^2^ on a layer of vitronectin (ThermoFisher, A14700; 5 μg ml^−1^, 0.5 μg cm^−^^2^) with 5 µM Y-27632 (Tocris Biosciences, 1254) for the first 24 h after plating. After further culture, they were pre-treated on the fourth day (96 h) with 4 µM CHIR99021 (Chiron; Tocris Biosciences, 4423) and 10 µM SB431542 (Stratech (Selleck Chemicals), S1067; TGFβ inhibitor) in NutriStem hPSC XF for 24 h. After this, they were dissociated in StemPro Accutase (Gibco Thermo Fisher Scientific, A1110501), and 700 cells were seeded into each well of an ultralow-adherence 96-well plate (Greiner Bio-One, 650970) in 50 μl Essential 6 medium (Gibco Thermo Fisher Scientific, A1516401) supplemented with 5 µM Y-27632 and 3 µM Chiron. The medium was replaced daily with fresh Essential 6. At 76 h, the structures were embedded in 20% (v/v) Corning Matrigel growth factor-reduced basement membrane matrix, phenol red free, lactate dehydrogenase-elevating virus free (Corning, 356231) or Corning Matrigel human ES cell-qualified matrix, lactate dehydrogenase-elevating virus free (Corning, 354277) in Essential 6 medium to a final protein concentration of 1.96 mg ml^−1^. The 20% (v/v) Matrigel solutions were prepared on ice with ice-cold Essential 6, before plating as 5-μl droplets onto tissue-culture treated plastic on ice. Human gastruloids were collected and transferred individually into separate 5-μl droplets with a micropipette. After transfer, droplets were left to gelate for 1 h in the incubator at 37 °C and 5% CO_2_, before covering gently with excess Essential 6 medium pre-warmed to 37 °C.

### Generating hTLS

The full protocol is available on https://www.protocols.io (ref. ^29^). In brief, once human PS cells were around 70–80% confluent, cells were dissociated in Accutase and seeded at a density dependent on the cell line (2–3.5 × 10^4^ cells per well; see protocol) per well of a laminin-coated six-well plate with 2 ml StemFit 02 with 80 ng ml^−1^ bFGF supplemented with 10 µM Y-27632. After 5 or 6 days, cultures were pre-treated in StemFit 02 with 20 ng ml^−1^ bFGF supplemented with CHIR99021 (Chiron; Tocris Biosciences, 4423). Alternatively, cultures maintained in mTeSR1 were pre-treated with N2B27 supplemented with CHIR99021. N2B27 medium was prepared from a 1:1 mix of Advanced DMEM/F12 (Gibco, 12634028) and Neurobasal medium (Gibco, 21103049) supplemented with N-2 Supplement (100×; Gibco, 17502048), B27 supplement (50×) without vitamin A (Gibco, 12587010) and 1% GlutaMAX supplement (v/v; Gibco, 35050061). The optimal concentration of Chiron for pre-treatment needed to be adjusted depending on the cell line and medium used but ranged between 2 and 5 µM. The concentrations for the lines used in this study are presented in Supplementary Table 1.

After 24 h of pre-treatment, cells were dissociated with Accutase. Cell numbers were determined using an automated cell counter (NuceloCounter NC-202, ChemoMetec), and 500 cells were seeded into one well of an ultralow-adherence 96-well plate (Greiner Bio-One, 650970) with 50 μl of either StemFit medium with 20 ng ml^−1^ bFGF or N2B27 (depending on the medium used for pre-treatment) and supplemented with 10 µM Y-27632, 10 µM SB431542 (TGFβ inhibitor) and a cell line-dependent concentration of Chiron (Supplementary Table 1). The plate was centrifuged at 160*g* at room temperature (RT) for 2 min to form a cell pellet at the bottom of the well. The following day, 150 μl fresh StemFit 02 or N2B27 was added to each well and exchanged again after 24 h with 150 μl medium. At 72 h after aggregation, 150 μl medium was removed from aggregates and they were embedded into medium containing 10% (v/v) growth factor-reduced Matrigel (Corning, 356231; protein concentration 7.3–8.8 mg ml^−1^) and 1 µM all-*trans* Retinal (Merck Sigma-Aldrich, R2500-100MG), unless stated otherwise. No further medium changes were required from this point.

### SEM

hTLSs, made from the LaminB1::mTagRFP-T line at 120 h after aggregation, were recovered from Matrigel using Cell Recovery Solution (Corning, 354253) for 30 min at 4 °C, washed twice with Dulbecco’s PBS without Mg^2+^ or Ca^2+^ (Gibco, 14190144) and fixed overnight in 4% PFA (v/v) in PBS at 4 °C.

They were then additionally fixed in 4% PFA/2.5% glutaraldehyde (v/v) in 0.1 M phosphate buffer (PB) for 1 h at RT, washed three times for 5 min in 1% bovine serum albumin (BSA, v/v) in 0.1 M PB, post-fixed in 1% reduced osmium (1% OsO_4_/1.5% K_3_Fe(CN)_6_; v/v) for 1 h at 4 °C, washed three times for 5 min in PB and then dehydrated with a graded ethanol series (70%, 90% and 2 × 100% by volume) for 20 min each at RT. The samples were then critical point dried (Leica EM CPD300 Critical Point Dryer), mounted on stubs, sputter coated with 5 nm of platinum (Quorum 150RS) and then imaged on the Quanta 250 FEG SEM (Thermo Fisher Scientific).

The SEM was operated between a chamber pressure of 4.0 and 4.38 Pa, with 30 μm aperture inserted using an accelerating voltage of 2.5 kV (Fig. 1e, top right), 3 kV (Fig. 1e, left) and 5 kV (Fig. 1e, middle and bottom right); a dwell time of 20 μs; and a working distance of 7.4 mm (Fig. 1e, bottom right), 7.6 mm (Fig. 1e, middle right), 9.2 mm (Fig. 1e, left) and 11.6 mm (Fig. 1e, top right). A 90° tilt sample holder was used for Fig. 1e (top right).

### Immunostaining

Pre-embedded structures were transferred into 1.5-ml tubes for fixation. Some structures were first recovered from Matrigel using Cell Recovery Solution for 30 min at 4 °C (Figs. 4c,e and 6a and Extended Data Figs. 7g (top), 8c and 10c,e,g), although we noticed some lack of morphological integrity upon exposure, so this was not used routinely. They were then washed with PBS twice, fixed overnight in 4% PFA (v/v) at 4 °C and then washed again three times for 10 min in PBS. Then, samples were washed three times for 10 min each in PBS with 0.2% Triton X-100 (v/v) and 3% BSA (w/v) (PBS-BT) at RT and blocked for 2 h in PBS-BT at 4 °C. Primary antibodies were diluted in blocking solution and incubated overnight at 4 °C, with gentle rocking. Following several washes in PBS-BT (2 × 5 min at RT, 3 × 10 min at 4 °C and 4 × 30 min at 4 °C), samples were incubated with Alex-Fluor-conjugated secondary antibodies with 1:500 Phalloidin CruzFluor 647 (Santa Cruz, sc-363797) or 1:800 Hoechst 33342 (Invitrogen, H3570) in PBS-BT with 10% normal donkey serum (v/v) overnight at 4 °C, with gentle rocking away from light. After additional washes (3 × 10 min in PBS-BT at RT, 2 × 5 min in PBS with 0.2% Triton X-100 (Merck, T8787) and 0.2% BSA (PBT) and 3 × 15 min in PBT at RT), samples were mounted in Vectashield (Vector Labs, H-1900-10) or RapiClear 1.52 (SunJin Lab, #RC152001:10 ml) onto either a Superfrost microscopy slide (Epredia, AA00008032E01MNZ10) or coverslip (VWR, 631-0138).

The antibodies used in this study were 1:200 rabbit anti-Brachyury (Abcam, ab209665); 1:500 mouse anti-MEOX1 (ThermoFisher, TA-804716); 1:200 goat anti-SOX2 (R&D Systems, AF2018-SP), 1:200 rat anti-SOX2 (Invitrogen, 14-9811-82), 1:400 rabbit anti-PAX6 (ThermoFisher, 42-6600) and 1:500 rabbit anti-ALDH1A2 (Sigma-Aldrich, HPA010022). The mouse anti-PAX7 monoclonal antibody (1:10) developed by A. Kawakami, Tokyo Institute of Technology, was obtained from the Developmental Studies Hybridoma Bank, created by the National Institute of Child Health and Human Development of the National Institutes of Health and maintained at the Department of Biology of the University of Iowa. All secondary antibodies were raised in donkey and diluted 1:500, and included Alexa Fluor 488-, 594- and 647-conjugated antibodies (Jackson ImmunoResearch). All primary antibodies were validated for sensitivity and specificity by the manufacturers, are reactive to human proteins and have been previously published.

### HCR

Custom probe sets (all probe set sizes, 20 pairs), hybridization chain reaction (HCR) amplifiers and buffers (hybridization, wash and amplification buffers) were purchased from Molecular Instruments. Pre-embedded structures were fixed in 4% PFA (v/v) in RNase-free PBS overnight, as described above. Samples were dehydrated gradually into methanol by incubating them for 5 min in a series of increasing concentrations (0%, 25%, 50%, 75% and 100% by volume, respectively) in PBST and stored at −20 °C. For the HCR, samples were rehydrated gradually by incubating them for 5 min in a series of decreasing concentrations of methanol (75%, 50%, 25% and 0% by volume, respectively) in PBST. Samples were washed once more in PBST, incubated for 5 min with hybridization buffer at RT and then for a further 30 min at 37 °C, alongside a combination of probes (8 nM final), in hybridization buffer. Samples were then incubated with the probe solution overnight at 37 °C. To remove excess probes, samples were washed with probe wash buffer four times for 15 min each at 37 °C, followed by a further three washes in 5× SSCT three times for 5 min at RT. Samples were pre-amplified in amplification buffer for 30 min at RT, gently rocking. Amplifier hairpins h1 and h2 were snap-cooled separately by first heating at 95 °C for 90 s and then cooling down at RT for 30 min in the dark. Hairpin amplifiers were diluted to 6 nM in amplification buffer, added to samples and then incubated overnight in the dark at RT. Next, samples were washed in 5 × SSCT four times for 5 min, then two times for 30 min, with a final wash in PBST for 2 min. Samples were counterstained 1:1000 with Hoechst 33342 overnight at 4 °C. The next day, samples were washed three times with PBST for 5 min and post-fixed with 4% PFA (v/v) in RNase-free PBS for 20 min. Thereafter, they were washed a further three times with PBST for 5 min at 4 °C with gentle rocking. Samples were mounted in Vectashield or Prolong Glass Antifade Mountant (Invitrogen, P36980) onto either a Superfrost microscopy slide or coverslip, then coverslipped. The HCR probe targets and the associated amplifiers used are presented in Supplementary Table 2.

For HCR of mouse embryos, samples were rehydrated gradually by incubating them for 5 min in a series of decreasing concentrations of methanol (75%, 50%, 25% and 0% by volume, respectively) in PBST. Embryos were bleached in 6% H_2_O_2_ (v/v) in PBS for 15 min and were washed three times for 5 min each in PBST at RT. Samples were treated with 10 μg ml^−1^ Proteinase K (Roche, 3115879001) for 10 min (no rocking) and then washed twice for 5 min in PBST (no rocking). Afterwards, embryos were post-fixed for 20 min with 4% PFA (v/v) in RNase-free PBS at RT, gently rocking, and then washed three times for 5 min with PBST. To equilibrate embryos, samples were washed in 1:1 pre-warmed hybridization buffer and PBST for 5 min. Embryos were washed with pre-warmed hybridization buffer for 5 min before following the HCR protocol as described above.

### Imaging

Full details of imaging hardware and settings are provided in Supplementary Table 3.

#### Confocal imaging

Confocal imaging was performed using a Zeiss Invert880 with Airyscan 2014 or Zeiss Invert880 NLO OPO, using a Zeiss Pan-Apochromat 20×/0.8 objective. *Z*-stacks were obtained with 5-µm steps, averaging each slice four times, unless stated otherwise. Any tiled images were acquired with a 10% overlap. Spectral unmixing was used for imaging HCR samples, unless stated otherwise (track method used for Figs. 1d, 2f, 3i,j and 5b,c and Extended Data Figs. 1h and 9a). In brief, spectra were set up for all HCR amplifiers by imaging droplets of snap-cooled mixed-hairpin pairs using lambda mode, and then areas were selected to save each spectrum to a spectral database. HCR images were recorded using lambda mode and linear unmixing was run with saved spectra of amplifiers, nuclear signal and autofluorescence spectra of the hTLS. Imaging data were acquired with Zeiss ZEN Black 2.3 SP1 software. Confocal images are presented either as optical slices or maximum intensity projections, generated using FIJI (2.14.0/1.54f) or Imaris (10.1.1, Oxford Instruments), unless stated otherwise. For Fig. 5g, *XY* images and *YX* optical slices were taken of hTLSs imaged in Fig. 5e using average mode in Imaris.

#### Live imaging

Brightfield, widefield or confocal spinning disk images on live samples were obtained on an ImageXpress Confocal HT.ai system with Nikon 10× S Plan Apo Lambda objective. Time-lapse imaging was acquired with intervals between 20 and 30 min under environmental control at 37 °C and 5% CO_2_. Data were acquired using MetaXpress (6.7.1.157) software.

#### Lightsheet imaging

After post-fixation following the HCR protocol, mouse embryos for lightsheet imaging were embedded in a cryomold in warm 1% ultralow melting agarose (Sigma, A5030) and placed on ice to polymerize. Samples were then prepared for clearing with a 1:2 solution of benzyl alcohol (Sigma, 24122) and benzyl benzoate (ThermoFisher, 105860010) (BABB). All steps were carried out in a glass vial, which was covered with foil. Mouse embryos were dehydrated gradually into methanol by incubating them for 1 h at RT with gentle rocking in a series of increasing concentrations (50%, 70%, 80%, 90%, and twice in 100% by volume, respectively) in deionized water. Embryos were then incubated in a solution of 1:1 100% methanol and BABB for 1 h at RT with gentle rocking. Samples were then transferred into a 100% solution of BABB and left overnight. The next day, BABB was removed and the samples were washed in ethyl cinnamate (ECi; Sigma, 112372) for 5 min before transferring samples into fresh ECi for storage. Mouse embryos were imaged using Miltenyi-Lavision UM II with ECi as the imaging solution. *Z*-stacks were obtained with 1.88–4 µm steps with dynamic focus. Imaging data were collected with Imspector (7.5.4) software. Lightsheet images and videos were generated with Imaris.

### Image analysis

#### NMP colocalization analysis (whole volume segmentation)

Confocal images of hTLS stained with Hoechst, TBXT and SOX2 were processed through Imaris. Surfaces of whole hTLSs were generated from the Hoechst, TBXT and SOX2 channels. A new channel of the colocalized region was generated using the colocalization package in Imaris, and then a new surface was generated from this channel.

#### NMP quantification

Confocal images of hTLSs stained with Hoechst, TBXT and SOX2 were processed through Imaris. Spots of nuclei were generated from the Hoechst channel and then subset to those that co-expressed TBXT and SOX2 above set thresholds that were the same across all conditions (TBXT >7,927; SOX2 >7,625). The numbers of NMP spots were then normalized to the total number of spots (nuclei).

#### Polarization of gene expression

Confocal images were imported into Imaris, and the Hoechst channel was used to create a manual surface rendering of the whole hTLS, the individual somites and the neural tube. New channels were created for fluorescent HCR signal within each structure, and this was then used to generate surfaces corresponding to positive signals within each somite.

#### Quantification of DLL1+ cells

Confocal images were imported into Imaris before using either the SOX2 channel automatically or the Hoechst channel manually to create a surface rendering of the neural tube. DLL1 expression was masked within this surface, and spots were created corresponding to the DLL1 signal within the neural tube.

#### Morphometric analysis

The pixel classification tool Ilastik (1.4.1rc2)^89^ was used to label hTLS (24–144 h) in transmitted light images to generate probability maps, distinguishing the hTLS from background. CellProfiler (4.2.8)^90^ was used to obtain basic morphometry through the generation and measurement of objects using these probability maps. Objects touching the edge of the image and those below a pixel threshold were automatically discarded. Images were then manually checked, and sample images containing fibres and debris were discarded. The medial length was obtained through CellProfiler via ImageJ^91^: objects were skeletonized, and the largest, shortest branch length was selected. Quantification of somite number was measured through manual counting of segmented structures on 96–144 h hTLSs.

#### Oscillation quantification

HES7-Achilles samples were imaged on the ImageXpress Confocal HT.ai system from 100 to 115.75 h in the hTLS protocol. Initial image analysis was performed in FIJI^92^, where regions of interest for HES7 oscillations and background were selected. Integrated density, mean pixel intensity and area were measured and inputted into the following formula: corrected total fluorescence = integrated density – (area of selected cell × mean fluorescence of background readings). De-trending was then performed in terminal on MacOS, and peaks and valleys were calculated in Microsoft Excel (16.101.2) and plotted in RStudio (2023.06.0+421).

### Signalling manipulation

For RA signalling manipulation of hTLSs, retinal was replaced with either dimethylsulfoxide or ATRA (100 nM) or treated with BMS493 (2.5 µM; Tocris 3509) at 72 h during embedding. In addition, for 96-h RA inhibition of hTLS, BMS493 was added to 20 µl medium containing 10% growth factor-reduced Matrigel (v/v) and 1 µM all-*trans* retinal and gently added to each well for a final concentration of 2.5 µM.

For SHH signalling activation of hTLS models, SAG (Tocris, 4366) was added to 20 µl medium containing 10% growth factor-reduced Matrigel (v/v) and 1 µM all-*trans* retinal and gently added to each well for the following final concentrations: 100 nM, 200 nM, 300 nM, 400 nM and 500 nM at 96 h. For RA inhibition of Shh signalling-activated hTLS, BMS493 was added to 20 µl medium containing 10% growth factor-reduced Matrigel (v/v) and 1 µM all-*trans* retinal for a final concentration of 2.5 µM BMS493 with final SAG concentrations of 100 nM, 200 nM, 300 nM, 400 nM and 500 nM at 96 h.

For Wnt signalling manipulation of 96 h hTLS, Wnt inhibitors, IWP 2 (PORCN inhibitor; Tocris, 3533) and XAV-939 (Selleck Chemicals, S1180) and Wnt activators, WNT5A (Bio-techne, 645-WN) and WNT5B (Bio-techne, 7347-WN), were added to 20 µl medium containing 10% growth factor-reduced Matrigel (v/v) and 1 µM all-*trans* retinal for final concentrations of 5 µM, 5 µM, 100 ng ml^−1^ and 100 ng ml^−1^, respectively.

### Single-cell RNA sequencing

Samples from each timepoint were collected from 96-well plates and pooled together. TrypLE Select was added to the samples and they were incubated at 37 °C for 15–20 min. Samples were gently pipetted up and down until the hTLSs were dissociated into single cells. The cells were then spun in the centrifuge at 170*g* for 4 min and resuspended in PBS^−/−^ + 0.04% BSA (v/v) and kept on ice until further processing. The concentration and viability of the single-cell suspension was measured using acridine orange and propidium iodide with a Luna-FX7 Automatic Cell Counter. A total of 13,200 cells were loaded onto a chromium chip and partitioned in nanolitre scale droplets using the Chromium Controller and Chromium Next GEM Single Cell Reagents (where GEM is Gel Bead-in Emulsion; CG000315 Chromium Single Cell 3′ Reagent Kits User Guide (v3.1, Dual Index)). Within each droplet, the cells were lysed and the RNA was reverse transcribed. All of the resulting complementary DNA within a droplet shared the same cell barcode. Illumina-compatible libraries were generated from the cDNA using Chromium Next GEM Single Cell library reagents in accordance with the manufacturer’s instructions (10x Genomics, CG000315 Chromium Single Cell 3′ Reagent Kits User Guide (v3.1, Dual Index)). Final libraries were quality controlled using the Agilent TapeStation and sequenced using the Illumina NovaSeq 6000. The sequencing read configuration was 28–10–10–90.

### Bioinformatic analysis

FASTQ files were aligned to the hg38 transcriptome, and count matrices were generated, filtering for GEM cell barcodes (excluding GEMs with free-floating mRNA from lysed or dead cells) using CellRanger (version 6.0.1). Count matrices were imported into R (version 4.1.0) and processed using the Seurat library (version 4.4.0) following the standard pipeline^93^. Low-quality cells were removed, with cells kept for further analysis if they met the following criteria: the mitochondrial content was within three standard deviations from the median, more than 500 genes were detected and more than 1,000 RNA molecules were detected. DoubletFinder was used to identify doublets, assuming a theoretical doublet rate of 7.5%, which were removed from subsequent analysis^94^. 

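In the deposited counts, limits of more than 500 genes and more than 1000 UMIs left 6781, 4260 and 6902 barcodes at 72 h, 96 h and 120 h. A mitochondrial share within 3 SDs of the library's median then left 6712, 4234 and 6863 cells, or 17809 in all. The SDs were 11.9, 13.6 and 3.49 percentage points, so the upper limits were 42.5%, 46.9% and 19.9%. Removal of the highest doublet scores left out 503, 318 and 515 cells and kept 16473 cells. With the doublet share that the study's own cell numbers give (10.5%), 6008, 3790 and 6143 cells were kept. With the mitochondrial limit at 3 scaled MADs, 6021, 3715 and 6171 cells were kept.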

In total, 18,405 cells were sequenced, of which 17,661 cells passed the quality control and 15,808 passed subsequent doublet filtration for downstream analysis (5,979 cells from the 72 h sample, 3,669 cells from the 96 h sample and 6,160 cells from the 120 h sample).

All samples were integrated using the reciprocal principal component analysis (RPCA) method, implemented by Seurat’s functions FindIntegrationAnchors() and IntegrateData(), using the top 3,000 variable features and the first 25 principal components as determined using the ‘maxLikGlobalDimEst’ function from the intrinsicDimension package (version 1.2.0). Effects of cell cycle heterogeneity was calculated using cell cycle phase scores on the basis of canonical markers and regressed out of the data using ScaleData. Eight clusters were identified at a resolution of 0.5.

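At this resolution, clustering of the 16473 kept cells gave 14 clusters. They hold 1 somite-like, 1 neural tube-like, 4 neural progenitor-like, 2 PSM-like, 1 NMP-like, 1 determination front-like and 1 neuron-like cluster, and 3 without a name. Cluster 11 had histone and mitosis genes such as UBE2C among its leading genes, cluster 12 had targets of the tumour suppressor p53 such as MDM2 and CDKN1A, and cluster 13 had mitochondrial genes and a median of 3095.5 UMIs per cell at 72 h. At resolution 0.3 there were 9 clusters and at resolution 0.8 there were 18. The number was 10 with the mitochondrial limit at 3 scaled MADs, 15 without cell cycle regression and 13 with marker genes left out.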

For RNA velocity analysis, loom files containing spliced and unspliced matrices were calculated, from BAM files generated by CellRanger, using the package velocyto (version 0.17.8) and Python 3.6.4. The matrices were used as input to scVelo (version 0.2.4) to calculate the RNA velocity values for each gene of each cell using the package loompy (version 3.0.6) and scanpy (version 1.8.2). scVelo was used in the dynamical mode with default settings. The resulting RNA velocity vector was overlaid onto the UMAP space by translating the RNA velocities into likely cell transitions using cosine correlation to compute the probabilities of one cell transitioning into another cell.

Lineages for trajectory analyses were identified separately for the somite and neural fates with the NMP cluster as the starting population using Monocle3 (version 1.3.0)^95^. Differentially expressed genes along each of the lineages were identified with the ‘graph_test’ function using the Morans *I* test. The top 100 genes were used to draw smoothed heat maps using Tradeseq (version 1.7.07)^96^ and ComplexHeatmap (version 2.2.0)^97^.

Cell-to-cell crosstalk was inferred using the R library CellChat (version 2.1.2)^74^ and the CellChat human database. Clusters designated NP1, NP2, NP3 and neuronal were merged to create one cluster. Only the somites and the merged neuronal clusters were considered for Cellchat analysis. The CellChat analysis was performed as outlined in the CellChat vignette, with the ‘population.size’ parameter set to ’true’ when computing the communication probability between clusters. Significant interactions were filtered on inter-cluster and intra-cluster interactions were removed.

Published datasets were reprocessed using Seurat^93^ (version 4.4.0) from either the counts matrix of a Seurat object or downloaded outputs of CellRanger from the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information (NCBI).

Four samples (comprising hAxioloid_48h, hAxioloid_72h, 96h_MG_RAL and 120h_MG_RAL from the axioloid dataset (GSE199576)^15^) were downloaded as count matrices and processed using Seurat version 4.4.0. Samples were integrated using methods highlighted in the authors’ publication and cells assigned clusters according to published cell metadata. Cells from this dataset were projected onto our integrated dataset using the functions ‘FindTransferAnchors’ (using the first 30 dimensions of the principle component analysis space) and ‘MapQuery’. To determine the similarity between axioloid clusters and hTLS-integrated clusters, a two-tailed Spearman’s rank correlation was calculated on the aggregated cell expression using the mean gene expression per cluster and per sample, after filtering on the basis of common genes between datasets.

The full human embryo dataset (GSE157329)^38^ was downloaded and processed using scripts provided by the authors (https://github.com/zhirongbaolab/heoa) with Seurat 4.4.0. Cells were annotated using published annotation. Predicted cell type cluster and stage annotation scores were filtered using a threshold of >0.5.

The human neural tube dataset^71^ was used to look for similarity of clusters within our integrated neuronal clusters (labelled NP1, NP2, NP3 and neuronal). A two-tailed Spearman’s rank correlation test was used on aggregated cell expression per cluster using common genes between both datasets.

Single-cell datasets from refs. ^15,21,22,38^ and our hTLS data were integrated using harmony (https://github.com/immunogenomics/harmony) to account for experimental batch effects with the following parameters (group.by.vars = experiment; reduction.used = pca, nclust = 100). The normalized expression for the integrated multi-experiment dataset was aggregated per cluster. To look for similarities between clusters, a Spearman’s correlation coefficient was calculated using the normalized aggregated expression for genes, which was identified as the union of the top 50 markers per cluster per dataset. The Spearman’s correlations are shown as a tile plot, where the rows and columns are hierarchically clustered, using the ‘ward.d2’ method.

### Statistics and reproducibility

No statistical method was used to pre-determine the sample size, but our sample sizes are similar to those reported in previous publications^15^. Statistical testing included tests of normality to guide the use of appropriate statistical methods. Data were excluded from morphometric analyses where images were of empty wells or debris, where structures were partially out of the field of view, where pixel values fell beneath a threshold for object detection or where manual validation identified poor segmentation. In bioinformatic analyses, low-quality cells or doublets (identified by DoubletFinder with a theoretical rate of 7.5%) were removed from downstream analysis. Cells were only retained if they met the following criteria: the mitochondrial content was within three standard deviations from the median, more than 500 genes were detected and more than 1,000 RNA molecules were detected. The experiments were not randomized. The investigators were not blinded to allocation during the experiments and outcome assessment. Data collection and analyses were not performed blinded to the conditions of the experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-025-01813-8.

## Supplementary information

Supplementary Information Supplementary Fig. 1 and Table legends 1–3.

Reporting Summary

Supplementary Tables Supplementary Table 1. Chiron concentrations at pre-treatment and aggregation by cell line. Supplementary Table 2. HCR probe list. Supplementary Table 3. Light microscopy reporting table.

Supplementary Video 1 **Supplementary Video 1: ZO-1::mEGFP expression in hTLS**. Live-cell imaging of ZO-1::mEGFP human iPSC cell line, showing widefield and ZO-1::mEGFP expression in hTLS from 72.5-96 h (*n* = 6). Scale bars, 100 μm.

Supplementary Video 2 **Supplementary Video 2: HES7 oscillatory expression in hTLS**. Live-cell imaging of HES7::Achillies human iPSC cell line, showing HES7 expression in hTLS from 100-121 h (*n* = 33). Scale bars, 100 μm.

Supplementary Video 3 **Supplementary Video 3:** ***ALDH1A2*** **expression in somites of mouse embryos**. Localised *ALDH1A2* expression found in the medial somites relative to the neural tube (*n* = 4). Scale bars, 200 μm.

Supplementary Data 1 Source data for Supplementary Fig. 1.

## Source data

Source Data Figs. 1–4 and 6 and Extended Data Figs. 1–8 and 10. Statistical source data.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository (GSE268451). Previously published single cell transcriptomic data that were re-analysed here are available under accession codes GSE157329, GSE199576, GSE220563 and GSE208369. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## References

[1] Rekler, D. & Kalcheim, C. Completion of neural crest cell production and emigration is regulated by retinoic-acid-dependent inhibition of BMP signaling. *eLife***11**, e72723 (2022).35394423 10.7554/eLife.72723PMC8993216

[2] Pourquié, O. et al. Lateral and axial signals involved in avian somite patterning: a role for BMP4. *Cell***84**, 461–471 (1996).8608600 10.1016/s0092-8674(00)81291-x

[3] Rong, P. M., Teillet, M. A., Ziller, C. & Le Douarin, N. M. The neural tube/notochord complex is necessary for vertebral but not limb and body wall striated muscle differentiation. *Development***115**, 657–672 (1992).1425345 10.1242/dev.115.3.657

[4] Wang, G. et al. Misexpression of BRE gene in the developing chick neural tube affects neurulation and somitogenesis. *Mol. Biol. Cell***26**, 978–992 (2015).25568339 10.1091/mbc.E14-06-1144PMC4342032

[5] Buffinger, N. & Stockdale, F. E. Myogenic specification in somites: induction by axial structures. *Development***120**, 1443–1452 (1994).8050355 10.1242/dev.120.6.1443

[6] Münsterberg, A. E. & Lassar, A. B. Combinatorial signals from the neural tube, floor plate and notochord induce myogenic bHLH gene expression in the somite. *Development***121**, 651–660 (1995).7720573 10.1242/dev.121.3.651

[7] Lee, K. K. et al. Desmin transgene expression in mouse somites requires the presence of the neural tube. *Int. J. Dev. Biol.***39**, 469–475 (1995).7577437

[8] del Corral, R. D. et al. Opposing FGF and retinoid pathways control ventral neural pattern, neuronal differentiation, and segmentation during body axis extension. *Neuron***40**, 65–79 (2003).14527434 10.1016/s0896-6273(03)00565-8

[9] Pera, M. F. Human embryo research and the 14-day rule. *Development***144**, 1923 (2017).28559237 10.1242/dev.151191

[10] Rugg-Gunn, P. J., Moris, N. & Tam, P. P. L. Technical challenges of studying early human development. *Development*10.1242/dev.201797 (2023).10.1242/dev.201797PMC1028154837260362

[11] Moris, N., Martinez Arias, A. & Steventon, B. Experimental embryology of gastrulation: pluripotent stem cells as a new model system. *Curr. Opin. Genet. Dev.***64**, 78–83 (2020).32663757 10.1016/j.gde.2020.05.031

[12] Moris, N. et al. An in vitro model of early anteroposterior organization during human development. *Nature***582**, 410–415 (2020).32528178 10.1038/s41586-020-2383-9

[13] van den Brink, S. C. et al. Single-cell and spatial transcriptomics reveal somitogenesis in gastruloids. *Nature***582**, 405–409 (2020).32076263 10.1038/s41586-020-2024-3

[14] Veenvliet, J. V. et al. Mouse embryonic stem cells self-organize into trunk-like structures with neural tube and somites. *Science***370**, eaba4937 (2020).33303587 10.1126/science.aba4937

[15] Yamanaka, Y. et al. Reconstituting human somitogenesis in vitro. *Nature***614**, 509–520 (2023).36543322 10.1038/s41586-022-05649-2

[16] Sanaki-Matsumiya, M. et al. Periodic formation of epithelial somites from human pluripotent stem cells. *Nat. Commun.***13**, 2325 (2022).35484123 10.1038/s41467-022-29967-1PMC9050736

[17] Miao, Y. et al. Reconstruction and deconstruction of human somitogenesis in vitro. *Nature***614**, 500–508 (2023).36543321 10.1038/s41586-022-05655-4PMC10018515

[18] Libby, A. R. G. et al. Axial elongation of caudalized human organoids mimics aspects of neural tube development. *Development***148**, 10.1242/dev.198275 (2021).10.1242/dev.198275PMC825486834142711

[19] Karzbrun, E. et al. Human neural tube morphogenesis in vitro by geometric constraints. *Nature***599**, 268–272 (2021).34707290 10.1038/s41586-021-04026-9PMC8828633

[20] Gribaudo, S. et al. Self-organizing models of human trunk organogenesis recapitulate spinal cord and spine co-morphogenesis. *Nat. Biotechnol.*10.1038/s41587-023-01956-9 (2023).10.1038/s41587-023-01956-937709912

[21] Hamazaki, N. et al. Retinoic acid induces human gastruloids with posterior embryo-like structures. *Nat. Cell Biol.***26**, 1790–1803 (2024).39164488 10.1038/s41556-024-01487-8PMC11469962

[22] Yaman, Y. I. & Ramanathan, S. Controlling human organoid symmetry breaking reveals signaling gradients drive segmentation clock waves. *Cell***186**, 513–527.e519 (2023).36657441 10.1016/j.cell.2022.12.042PMC10025047

[23] Urzi, A. et al. Efficient generation of a self-organizing neuromuscular junction model from human pluripotent stem cells. *Nat. Commun.***14**, 8043 (2023).38114482 10.1038/s41467-023-43781-3PMC10730704

[24] Faustino Martins, J. M. et al. Self-Organizing 3D Human Trunk Neuromuscular Organoids. *Cell Stem Cell***26**, 172–186.e176 (2020).31956040 10.1016/j.stem.2019.12.007

[25] Rito, T., Libby, A. R. G., Demuth, M. & Briscoe, J. Timely TGFβ signalling inhibition induces notochord. *Nature***637**, 673–682 (2025).10.1038/s41586-024-08332-wPMC1173540939695233

[26] Kenny-Mobbs, T. & Thorogood, P. Autonomy of differentiation in avian brachial somites and the influence of adjacent tissues. *Development***100**, 449–462 (1987).3308405 10.1242/dev.100.3.449

[27] del Corral, R. D., Breitkreuz, D. N. & Storey, K. G. Onset of neuronal differentiation is regulated by paraxial mesoderm and requires attenuation of FGF signalling. *Development***129**, 1681–1691 (2002).11923204 10.1242/dev.129.7.1681

[28] Martin, B. L. & Kimelman, D. Canonical Wnt signaling dynamically controls multiple stem cell fate decisions during vertebrate body formation. *Dev. Cell***22**, 223–232 (2012).22264734 10.1016/j.devcel.2011.11.001PMC3465166

[29] Makwana, K. et al. Generation of human trunk-like structures (hTLS) from human pluripotent stem cells. *Protocols.io*10.17504/protocols.io.e6nvw4d59lmk/v1 (2025).

[30] Thomson, L., Muresan, L. & Steventon, B. The zebrafish presomitic mesoderm elongates through compaction–extension. *Cells Dev.***168**, 203748 (2021).34597846 10.1016/j.cdev.2021.203748PMC7612712

[31] Mongera, A. et al. A fluid-to-solid jamming transition underlies vertebrate body axis elongation. *Nature***561**, 401–405 (2018).30185907 10.1038/s41586-018-0479-2PMC6148385

[32] Nikolopoulou, E., Galea, G. L., Rolo, A., Greene, N. D. & Copp, A. J. Neural tube closure: cellular, molecular and biomechanical mechanisms. *Development***144**, 552–566 (2017).28196803 10.1242/dev.145904PMC5325323

[33] Greene, N. D. & Copp, A. J. Neural tube defects. *Annu. Rev. Neurosci.***37**, 221–242 (2014).25032496 10.1146/annurev-neuro-062012-170354PMC4486472

[34] Chloe, S. et al. Spinal neural tube formation and tail development in human embryos. *eLife***12**, RP88584 (2024).39636098 10.7554/eLife.88584PMC11620743

[35] Catala, M. Overview of secondary neurulation. *J. Korean Neurosurg. Soc.***64**, 346–358 (2021).33906344 10.3340/jkns.2020.0362PMC8128529

[36] Mayeuf-Louchart, A. et al. Notch regulation of myogenic versus endothelial fates of cells that migrate from the somite to the limb. *Proc. Natl Acad. Sci. USA***111**, 8844–8849 (2014).24927569 10.1073/pnas.1407606111PMC4066530

[37] Sahai-Hernandez, P. et al. Dermomyotome-derived endothelial cells migrate to the dorsal aorta to support hematopoietic stem cell emergence. *eLife***12**, e58300 (2023).37695317 10.7554/eLife.58300PMC10495111

[38] Xu, Y. et al. A single-cell transcriptome atlas profiles early organogenesis in human embryos. *Nat. Cell Biol.***25**, 604–615 (2023).36928764 10.1038/s41556-023-01108-w

[39] Deschamps, J. & Duboule, D. Embryonic timing, axial stem cells, chromatin dynamics, and the Hox clock. *Genes Dev.***31**, 1406–1416 (2017).28860158 10.1101/gad.303123.117PMC5588924

[40] Hunt, P. & Krumlauf, R. Hox codes and positional specification in vertebrate embryonic axes. *Annu. Rev. Cell Dev. Biol.***8**, 227–256 (1992).10.1146/annurev.cb.08.110192.0013031362074

[41] Young, T. et al. *Cdx* and *Hox* genes differentially regulate posterior axial growth in mammalian embryos. *Dev. Cell***17**, 516–526 (2009).19853565 10.1016/j.devcel.2009.08.010

[42] Aires, R. et al. Tail bud progenitor activity relies on a network comprising *Gdf11*, *Lin28*, and *Hox13* genes. *Dev. Cell***48**, 383–395 (2019).30661984 10.1016/j.devcel.2018.12.004

[43] Cambray, N. & Wilson, V. Axial progenitors with extensive potency are localised to the mouse chordoneural hinge. *Development***129**, 4855–4866 (2002).12361976 10.1242/dev.129.20.4855

[44] Henrique, D., Abranches, E., Verrier, L. & Storey, K. G. Neuromesodermal progenitors and the making of the spinal cord. *Development***142**, 2864–2875 (2015).26329597 10.1242/dev.119768PMC4958456

[45] Cambray, N. & Wilson, V. Two distinct sources for a population of maturing axial progenitors. *Development***134**, 2829–2840 (2007).17611225 10.1242/dev.02877

[46] Wymeersch, F. J. et al. Position-dependent plasticity of distinct progenitor types in the primitive streak. *eLife***5**, e10042 (2016).26780186 10.7554/eLife.10042PMC4798969

[47] Martyn, I., Kanno, T. Y., Ruzo, A., Siggia, E. D. & Brivanlou, A. H. Self-organization of a human organizer by combined Wnt and nodal signalling. *Nature***558**, 132–135 (2018).29795348 10.1038/s41586-018-0150-yPMC6077985

[48] Pourquié, O. The segmentation clock: converting embryonic time into spatial pattern. *Science***301**, 328–330 (2003).12869750 10.1126/science.1085887

[49] Diaz-Cuadros, M. et al. In vitro characterization of the human segmentation clock. *Nature***580**, 113–118 (2020).31915384 10.1038/s41586-019-1885-9PMC7336868

[50] Bessho, Y., Hirata, H., Masamizu, Y. & Kageyama, R. Periodic repression by the bHLH factor Hes7 is an essential mechanism for the somite segmentation clock. *Genes Dev.***17**, 1451–1456 (2003).12783854 10.1101/gad.1092303PMC196074

[51] Bessho, Y. et al. Dynamic expression and essential functions of Hes7 in somite segmentation. *Genes Dev.***15**, 2642–2647 (2001).11641270 10.1101/gad.930601PMC312810

[52] Schröter, C. et al. Dynamics of zebrafish somitogenesis. *Dev. Dyn.***237**, 545–553 (2008).18265021 10.1002/dvdy.21458

[53] Tenin, G. et al. The chick somitogenesis oscillator is arrested before all paraxial mesoderm is segmented into somites. *BMC Dev. Biol.***10**, 24 (2010).20184730 10.1186/1471-213X-10-24PMC2836991

[54] Wahl, M. B., Deng, C., Lewandoski, M. & Pourquié, O. FGF signaling acts upstream of the NOTCH and WNT signaling pathways to control segmentation clock oscillations in mouse somitogenesis. *Development***134**, 4033–4041 (2007).17965051 10.1242/dev.009167

[55] Anderson, M. J., Magidson, V., Kageyama, R. & Lewandoski, M. Fgf4 maintains Hes7 levels critical for normal somite segmentation clock function. *eLife***9**, e55608 (2020).33210601 10.7554/eLife.55608PMC7717904

[56] Maruoka, Y. et al. Comparison of the expression of three highly related genes, *Fgf8*, *Fgf17* and *Fgf18*, in the mouse embryo. *Mech. Dev.***74**, 175–177 (1998).9651520 10.1016/s0925-4773(98)00061-6

[57] Yamaguchi, T. P., Conlon, R. A. & Rossant, J. Expression of the fibroblast growth factor receptor FGFR-1/flg during gastrulation and segmentation in the mouse embryo. *Dev. Biol.***152**, 75–88 (1992).1321062 10.1016/0012-1606(92)90157-c

[58] Takada, S. et al. Wnt-3a regulates somite and tailbud formation in the mouse embryo. *Genes Dev.***8**, 174–189 (1994).8299937 10.1101/gad.8.2.174

[59] Aulehla, A. et al. Wnt3a plays a major role in the segmentation clock controlling somitogenesis. *Dev. Cell***4**, 395–406 (2003).12636920 10.1016/s1534-5807(03)00055-8

[60] Yu, H. M., Liu, B., Costantini, F. & Hsu, W. Impaired neural development caused by inducible expression of axin in transgenic mice. *Mech. Dev.***124**, 146–156 (2007).17123792 10.1016/j.mod.2006.10.002PMC1847614

[61] Jho, E. H. et al. Wnt/beta-catenin/Tcf signaling induces the transcription of Axin2, a negative regulator of the signaling pathway. *Mol. Cell. Biol.***22**, 1172–1183 (2002).11809808 10.1128/MCB.22.4.1172-1183.2002PMC134648

[62] Chitnis, A., Henrique, D., Lewis, J., Ish-Horowicz, D. & Kintner, C. Primary neurogenesis in *Xenopus* embryos regulated by a homologue of the *Drosophila* neurogenic gene *Delta*. *Nature***375**, 761–766 (1995).7596407 10.1038/375761a0

[63] Appel, B., Givan, L. A. & Eisen, J. S. Delta-Notch signaling and lateral inhibition in zebrafish spinal cord development. *BMC Dev. Biol.***1**, 13 (2001).11495630 10.1186/1471-213X-1-13PMC37243

[64] Okigawa, S. et al. Different combinations of Notch ligands and receptors regulate V2 interneuron progenitor proliferation and V2a/V2b cell fate determination. *Dev. Biol.***391**, 196–206 (2014).24768892 10.1016/j.ydbio.2014.04.011

[65] Wahi, K., Bochter, M. S. & Cole, S. E. The many roles of Notch signaling during vertebrate somitogenesis. *Semin. Cell Dev. Biol.***49**, 68–75 (2016).25483003 10.1016/j.semcdb.2014.11.010

[66] Maden, M., Sonneveld, E., van der Saag, P. T. & Gale, E. The distribution of endogenous retinoic acid in the chick embryo: implications for developmental mechanisms. *Development***125**, 4133–4144 (1998).9753668 10.1242/dev.125.21.4133

[67] Swindell, E. C. et al. Complementary domains of retinoic acid production and degradation in the early chick embryo. *Dev. Biol.***216**, 282–296 (1999).10588879 10.1006/dbio.1999.9487

[68] Niederreither, K., McCaffery, P., Dräger, U. C., Chambon, P. & Dollé, P. Restricted expression and retinoic acid-induced downregulation of the retinaldehyde dehydrogenase type 2 (RALDH-2) gene during mouse development. *Mech. Dev.***62**, 67–78 (1997).9106168 10.1016/s0925-4773(96)00653-3

[69] Wilson, L. & Maden, M. The mechanisms of dorsoventral patterning in the vertebrate neural tube. *Dev. Biol.***282**, 1–13 (2005).15936325 10.1016/j.ydbio.2005.02.027

[70] Sagner, A. & Briscoe, J. Establishing neuronal diversity in the spinal cord: a time and a place. *Development*10.1242/dev.182154 (2019).10.1242/dev.18215431767567

[71] Rayon, T., Maizels, R. J., Barrington, C. & Briscoe, J. Single-cell transcriptome profiling of the human developing spinal cord reveals a conserved genetic programme with human-specific features. *Development*10.1242/dev.199711 (2021).10.1242/dev.199711PMC835316234351410

[72] Chen, J. K., Taipale, J., Cooper, M. K. & Beachy, P. A. Inhibition of Hedgehog signaling by direct binding of cyclopamine to Smoothened. *Genes Dev.***16**, 2743–2748 (2002).12414725 10.1101/gad.1025302PMC187469

[73] Ribes, V. & Briscoe, J. Establishing and interpreting graded Sonic Hedgehog signaling during vertebrate neural tube patterning: the role of negative feedback. *Cold Spring Harb. Perspect. Biol.***1**, a002014 (2009).20066087 10.1101/cshperspect.a002014PMC2742090

[74] Jin, S. et al. Inference and analysis of cell–cell communication using CellChat. *Nat. Commun.***12**, 1088 (2021).33597522 10.1038/s41467-021-21246-9PMC7889871

[75] Molotkova, N., Molotkov, A., Sirbu, I. O. & Duester, G. Requirement of mesodermal retinoic acid generated by Raldh2 for posterior neural transformation. *Mech. Dev.***122**, 145–155 (2005).15652703 10.1016/j.mod.2004.10.008PMC2826194

[76] Diez del Corral, R. & Morales, A. V. Retinoic acid signaling during early spinal cord development. *J. Dev. Biol.***2**, 174–197 (2014).

[77] Wilson, L., Gale, E., Chambers, D. & Maden, M. Retinoic acid and the control of dorsoventral patterning in the avian spinal cord. *Dev. Biol.***269**, 433–446 (2004).15110711 10.1016/j.ydbio.2004.01.034

[78] Germain, P. et al. Differential action on coregulator interaction defines inverse retinoid agonists and neutral antagonists. *Chem. Biol.***16**, 479–489 (2009).19477412 10.1016/j.chembiol.2009.03.008

[79] Niederreither, K., Subbarayan, V., Dollé, P. & Chambon, P. Embryonic retinoic acid synthesis is essential for early mouse post-implantation development. *Nat. Genet.***21**, 444–448 (1999).10192400 10.1038/7788

[80] Ribes, V., Le Roux, I., Rhinn, M., Schuhbaur, B. & Dollé, P. Early mouse caudal development relies on crosstalk between retinoic acid, Shh and Fgf signalling pathways. *Development***136**, 665–676 (2009).19168680 10.1242/dev.016204

[81] Pierani, A., Brenner-Morton, S., Chiang, C. & Jessell, T. M. A Sonic Hedgehog-independent, retinoid-activated pathway of neurogenesis in the ventral spinal cord. *Cell***97**, 903–915 (1999).10399918 10.1016/s0092-8674(00)80802-8

[82] Balaskas, N. et al. Gene regulatory logic for reading the sonic hedgehog signaling gradient in the vertebrate neural tube. *Cell***148**, 273–284 (2012).22265416 10.1016/j.cell.2011.10.047PMC3267043

[83] Cohen, M., Briscoe, J. & Blassberg, R. Morphogen interpretation: the transcriptional logic of neural tube patterning. *Curr. Opin. Genet. Dev.***23**, 423–428 (2013).23725799 10.1016/j.gde.2013.04.003

[84] Lowery, L. A. & Sive, H. Strategies of vertebrate neurulation and a re-evaluation of teleost neural tube formation. *Mech. Dev.***121**, 1189–1197 (2004).15327780 10.1016/j.mod.2004.04.022

[85] Ordahl, C. P. & Douarin, N. M. L. Two myogenic lineages within the developing somite. *Development***114**, 339–353 (1992).1591996 10.1242/dev.114.2.339

[86] Lovell-Badge, R. et al. ISSCR guidelines for stem cell research and clinical translation: the 2021 update. *Stem Cell Rep.***16**, 1398–1408 (2021).10.1016/j.stemcr.2021.05.012PMC819066834048692

[87] Roberts, B. et al. Systematic gene tagging using CRISPR/Cas9 in human stem cells to illuminate cell organization. *Mol. Biol. Cell***28**, 2854–2874 (2017).28814507 10.1091/mbc.E17-03-0209PMC5638588

[88] Fan, Y. et al. hPSC-derived sacral neural crest enables rescue in a severe model of Hirschsprung’s disease. *Cell Stem Cell***30**, 264–282 (2023).36868194 10.1016/j.stem.2023.02.003PMC10034921

[89] Berg, S. et al. ilastik: interactive machine learning for (bio)image analysis. *Nat. Methods***16**, 1226–1232 (2019).31570887 10.1038/s41592-019-0582-9

[90] Stirling, D. R. et al. CellProfiler 4: improvements in speed, utility and usability. *BMC Bioinform.***22**, 433 (2021).10.1186/s12859-021-04344-9PMC843185034507520

[91] Schneider, C. A., Rasband, W. S. & Eliceiri, K. W. NIH Image to ImageJ: 25 years of image analysis. *Nat. Methods***9**, 671–675 (2012).22930834 10.1038/nmeth.2089PMC5554542

[92] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[93] Hao, Y. et al. Integrated analysis of multimodal single-cell data. *Cell***184**, 3573–3587 (2021).34062119 10.1016/j.cell.2021.04.048PMC8238499

[94] McGinnis, C. S., Murrow, L. M. & Gartner, Z. J. DoubletFinder: doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. *Cell Syst.***8**, 329–337 (2019).30954475 10.1016/j.cels.2019.03.003PMC6853612

[95] Trapnell, C. et al. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat. Biotechnol.***32**, 381–386 (2014).24658644 10.1038/nbt.2859PMC4122333

[96] Van den Berge, K. et al. Trajectory-based differential expression analysis for single-cell sequencing data. *Nat. Commun.***11**, 1201 (2020).32139671 10.1038/s41467-020-14766-3PMC7058077

[97] Gu, Z., Eils, R. & Schlesner, M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinforma.***32**, 2847–2849 (2016).10.1093/bioinformatics/btw31327207943

# Supplementary material for: Modelling co-development between the somites and neural tube in human trunk-like structures
**Source:** Nat Cell Biol. 2025 Dec 16;27(12):2049–62. doi: 10.1038/s41556-025-01813-8
**Supplement:** Supplementary file 1 — Supplementary Fig. 1 and Table legends 1–3.

# Modelling co-development between the somites and neural tube in human trunk-like structures

In the format provided by the  
authors and unedited

**Supplementary Information Table of Contents:**

**Supplementary Figure ..... 2**

**Supplementary Table Legends ..... 4**

## Supplementary Figures

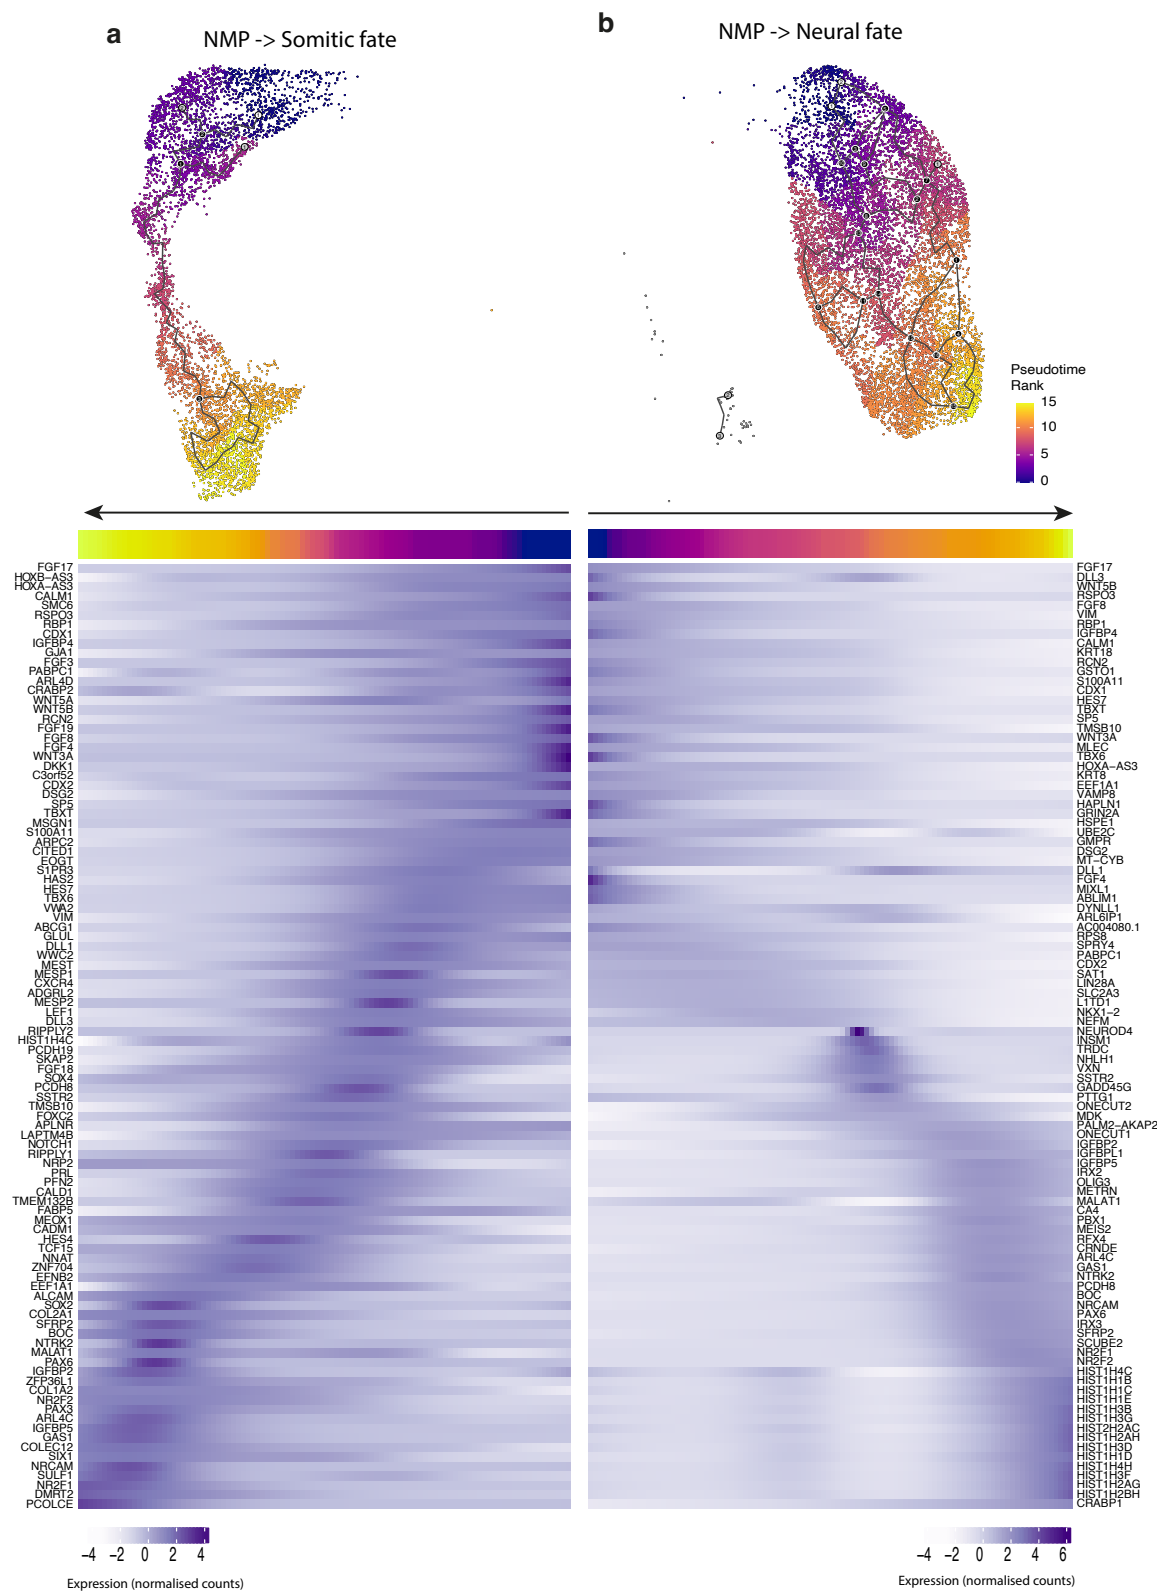

**Supplementary Figure 1: Neural and mesodermal trajectory gene expression signatures.** Monocle trajectory analysis showing two lineages from neuromesodermal progenitor (NMP) population towards somitic **(a)** and neural **(b)** populations (top), alongside ordering of cells by pseudotime with heatmap representation of the top 100 variable genes for each differentiation route (bottom). NMPs, Neuromesodermal progenitors.

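Each heatmap of the supplement orders cells of a route by pseudotime, the distance of a cell from the NMP cluster along the graph that Monocle fits, and shows the 100 genes that vary most along it. HOXA-AS3, a long non-coding RNA of the HOXA cluster, and RSPO3, an activator of Wnt signalling, are among the genes of both routes. In NMP-like cells at 72 h, HOXA-AS3 was at 559 (546 to 572) CPM, and it was at 189 (177 to 202) CPM in determination front-like and 446 (440.1 to 451) CPM in neural progenitor-like cells of that library. RSPO3 was at 242 (233 to 250.4) CPM in NMP-like, 433 (425 to 441) CPM in PSM-like and 17.6 (16.5 to 18.7) CPM in neural progenitor-like cells at 72 h.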

## **Supplementary Table Legends**

**Supplementary Table 1:** Chiron concentrations at pre-treatment and aggregation by cell line.

**Supplementary Table 2:** HCR probe list.

**Supplementary Table 3:** Light microscopy reporting summary

# Supplementary material for: Modelling co-development between the somites and neural tube in human trunk-like structures
**Source:** Nat Cell Biol. 2025 Dec 16;27(12):2049–62. doi: 10.1038/s41556-025-01813-8
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

MetaXpress (version 6.7.1.157), Zeiss ZEN Black 2.3 SP1, Imspector (7.5.4).

## Data analysis

Fiji (version 2.14.0/1.54f)  
 Imaris (version 10.1.1)  
 Ilastik (version 1.4.0)  
 Cell Profiler (version 4.2.8)  
 Excel (version 16.92)  
 R (version 4.1.0)  
 Cell Ranger (version 6.0.1)  
 Seurat (version 4.4.0)  
 IntrinsicDimension (version 1.2.0)  
 Velocity (version 0.17.8)  
 Python (version 3.6.4)  
 scVelo (version 0.2.4)  
 loompy (version 3.0.6)  
 scanpy (version 1.8.2)  
 Monocle3 (version 1.3.0)  
 TradeSeq (version 1.7.07)  
 ComplexHeatmap (version 2.2.0)  
 CellChat (version 2.1.2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing datasets generated during the current study are available in the GEO repository, GSE268451 with accession codes GSM8291523-5.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculations were performed. Sample sizes were determined based on the variability of the parameter under consideration and resource allocation. The chosen sample sizes are consistent with similar studies and preference was given to collecting biologically replicate data over further technical replicates.

Data exclusions

No data were excluded from the dataset, except for quantification of morphometrics where images of empty wells, those with debris, where

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | structures were partially out of the field of view, where light intensity fell below a pixel threshold, or where manual checking identified poor segmentation. Bioinformatically, low quality cells or doublets (identified by DoubletFinder with theoretical rate of 7.5%) were removed from downstream analysis and cells were only kept if they met the following criteria: the mitochondrial content was within three standard deviations from the median, more than 500 genes were detected and more than 1,000 RNA molecules were detected. |
| Replication     | Experiments were repeated several times (N), and often by independent researchers. All attempts at replication were successful; none of the findings shown could not be replicated. Records were kept of experimental outcomes and any attempts at replication that were aborted for technical reasons (e.g. failure to meet key checkpoints in the protocol).                                                                                                                                                                                    |
| Randomization   | No randomization was involved in the study design, because hTLS structures were assumed to be independent.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Investigators were not blinded to experimental conditions during experimental design, data collection or analysis. Blinding was neither practical nor relevant in the development of the culture protocol. Blinding was not required for quantitative image analyses, since measurements were made in an unbiased way (e.g. computational object detection).                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 1:200 rabbit anti-Brachyury (Abcam, ab209665); 1:500 mouse anti-MEOX1 (ThermoFisher, TA-804716); 1:200 goat anti-SOX2 (R&D Systems, AF2018-SP), 1:200 rat anti-SOX2 (Invitrogen, 14-9811-82), 1:400 rabbit anti-PAX6 (ThermoFisher, 42-6600), 1:500 Phalloidin CruzFluor 647 (Santa Cruz, sc-363797), 1:10 mouse anti-PAX7 (DSHB, PAX7) and 1:500 rabbit anti-ALDH1A2 (Sigma-Aldrich, HPA01002). All secondary antibodies were raised in Donkey and diluted 1:500, and included Alexa Fluor 488-, 594- and 647 conjugated antibodies (Jackson ImmunoResearch). |
| Validation      | All antibodies were tested for significant signal-to-background noise by whole mount immunofluorescence confocal microscopy. Secondary antibody-only controls were used to confirm specificity of observed signal. All primary antibodies were validated for sensitivity and specificity by the manufacturers, are reactive to human proteins, and have been previously published.                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human iPSC lines include HES7::Achilles (Pourquie lab; male), SOX2::mEGFP (FCI-AICS-0074-026; Allen Cell Collection; male), ZO-1::mEGFP (FCI-AICS-0023; Allen Cell Collection; male), beta-catenin::mEGFP (FCI-AICS-0058 cl.67; Allen Cell Collection; male), LaminB1::mTagRFP-T (FCI-AICS-0034 cl.62; Allen Cell Collection; male), H2B::mEGFP (FCI-AICS-0061 cl.36; Allen Cell Collection; male) and GM25256 (GM25256; Allen Cell Collection; male); and the human ES cell lines RUES2-GLR (Brivanlou lab; female) and H9 SOX2::H2B-tdTomato/T::H2B-GFP dual reporter (H9-SBR, Zhou lab; male). |
| Authentication                                                    | Cell lines were routinely STR profiled and subjected to low pass sequencing for karyotype checking.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Mycoplasma contamination                                          | All cell lines tested negative for Mycoplasma.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were included in this study (ICLAC register version 13).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                  |
|--------------------|------------------|
| Laboratory animals | CD-1 (BRCD) mice |
|--------------------|------------------|

|                         |                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | NA                                                                                                                                 |
| Reporting on sex        | Sex was not considered as part of embryo analysis.                                                                                 |
| Field-collected samples | NA                                                                                                                                 |
| Ethics oversight        | All experiments carried out on mice were conducted according to the UK Animal (Scientific Procedures) Act under license PP6551133. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Pluripotent stem cell cultures were washed with PBS and incubated with Accutase for 4 minutes at 37 °C to obtain a single-cell suspension. Following enzymatic dissociation, cells were centrifuged and washed twice with PBS, then resuspended in fresh culture medium supplemented with 10 $\mu$ M Y-27632 (ROCK inhibitor) to enhance cell survival. The cell suspension was kept on ice and transported to the flow cytometry facility for sorting. |
| Instrument                | BD FACSAria™ Fusion flow cytometer                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | BD FACSDiva™ software                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | The abundance of the mCherry-positive cell population ranged from approximately 0.1% to 2% of the total input cell population.                                                                                                                                                                                                                                                                                                                          |
| Gating strategy           | Cells were initially gated based on size and granularity (SSC-A vs. FSC-A). Singlets were then identified using FSC-H vs. FSC-A gating. mCherry-positive cells were subsequently selected (gate P3) and sorted at one cell per well to derive monoclonal cell lines.                                                                                                                                                                                    |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

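The measurements are 3 single-cell RNA libraries of hTLSs made from the LaminB1::mTagRFP-T iPS cell line, 1 at each of 72 h, 96 h and 120 h. The authors processed the reads with Cell Ranger 6.0.1 on hg38, and the deposited values are raw UMI counts per gene and barcode, of 36601 genes and 18405 barcodes. No normalization had been applied to these counts, which were checked to be whole numbers of at least 0. The labels name a different reagent version for each library, and the paper's methods name a single version, so a difference between library kits was not used to group the samples and stays open. Of the 36601 genes, 36366 were found by identifier in GENCODE v44, whose coordinates are given on hg38.

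Cells were kept with more than 500 genes, more than 1000 UMIs and a mitochondrial share within 3 SDs of the library's median, as the paper's methods state. Doublet scores came from Scrublet in scanpy 1.11.5 (the methods name DoubletFinder, which was not used here), and the highest 7.5% of each library were removed, the rate of the methods. Clustering was run in Seurat 5.3.0 on R 4.3.3 (the study used Seurat 4.4.0 on R 4.1.0) with reciprocal PCA integration, 3000 variable features, 25 components, cell cycle scores regressed out and resolution 0.5. Clusters were named from marker lists fixed before the data were examined, and a cluster with fewer than 3 markers behind its name was left unnamed. Some clusters with more detected markers were also left unnamed. Cluster 11 had 5 of 9 neural tube markers but 0 of them among its 10 leading genes. With no doublets removed, a cluster with 5 of 6 determination front markers had 1 there, against 4 of another list. The exact rule for scoring the names was settled after the clusters were seen. Sums, ratios and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

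Levels are UMIs summed per class and library and scaled to CPM, with exact 95% Poisson intervals, and shares of cells have Clopper-Pearson 95% intervals. Both cover counting error only. For a count of 0, the limit given is 3 counts of the total. Ratios of 120 h to 72 h were taken in all cells, merged neural cells and somite-like cells, the classes with at least 200 cells in both libraries, over genes with at least 100 UMIs in either. A library with 0 UMIs was set to a floor of 3 counts over the class. For each gene list, the median ratio is given as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, over genes with at least 20 UMIs in the 3 libraries. That percentile describes these libraries and is not a p-value. Cells with at least 3 genes of a marker list were counted beside the number expected if genes were detected independently. Shares of cells with a UMI were also taken with every cell thinned to 5000 UMIs. The genes named are those the paper names at a claim, the 12 highest and 12 lowest ratios per comparison with a 96 h level between both ends, and up to 4 members of a list, with MT, RPL and RPS genes and clone names left out of the ranking. PRL, SSTR2, TAC1, NTS and the p53 target genes were chosen after their values were seen.

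The chain was tested on simulated data, in which counts were planted at 2, 4, 0.5 and 0.25 times in 50 genes each. All 50 genes of each set came within 1.25 times of the planted ratio, and 0 of 14298 unplanted genes passed 2 or 0.5 times. A planted list of 9 genes stood at percentile 100, and 4 of 100 unplanted lists lay beyond the 2.5 and 97.5 percentiles. In the naming test, 4 of 4 clusters planted at 20 times took their own name. These counts describe the simulated data and give no false-positive rate for the real ratios, which lack replicates.

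With 1 library per time point there is no replicate, so no p-value was computed and no count of changed genes is given as a result of a test. The alternatives set before the data were examined changed the doublet step, the mitochondrial limit, the cluster resolution, cell cycle regression, integration, the variable features, the scaling, the minimum UMIs, the expression bins, the thinning depth and the reading of the double-positive thresholds. RNA velocity, Monocle and CellChat were not rerun, and imaging, the embryo and axioloid datasets and the bulk experiments of the paper were not analysed here. The paper's supplementary tables at hand are shortened, so no overlap with them was tested. A gene withheld for evaluation is not reported here.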

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

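The PAX6 comparison between NMP-like and somite-like cells, the UMIs of summed cells and of cells with both genes after thinning, the calculation from class make-up and the choice of PRL, SSTR2, TAC1, NTS and the p53 targets came after the results were seen, and the other tests before.

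The share of TBXT and SOX2 double-positive cells was lower at 120 h than at 72 h. Lower depth at 120 h is argued against, because with every cell thinned to 5000 UMIs the share of cells with a UMI of both genes was still 0.237 times that at 72 h. Doublets at 72 h are also argued against, since the 32 double-positive cells there held 1.02 (0.971 to 1.15) times the median UMIs of the other cells, and sums of 2 random cells that pass the same thresholds held 1.95 (1.65 to 2.16) times. Cells with a UMI of both genes after thinning, a choice that does not favour cells of low depth, held 1.07 (1.03 to 1.10) times the median of the others. A loss of NMPs with time may underlie the difference, but each time point is 1 library. Time, library and the protocol's addition of Matrigel and retinal at 72 h cannot be told apart.

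HOX genes of groups 9 and 10 together were higher at 120 h than at 72 h in all cells, with a ratio of 1.67 (1.65 to 1.69). A change in the make-up of cell classes alone would have given a ratio of 0.953, and within classes the ratio was 1.79 (1.76 to 1.82) in merged neural and 1.59 (1.54 to 1.64) in somite-like cells. The bound of 2 set beforehand for this test was set wrong, because the ratio in all cells is itself below 2. Under TMM the ratios were 1.38 in all cells, 1.49 in merged neural and 1.42 in somite-like cells. Later activation of posterior HOX genes may be the source, which stays untested with 1 library per time point. The addition of Matrigel and retinal at 72 h cannot be told apart from time here either.

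PAX6, a gene of the neural tube, was also found in somite-like cells, at 38.8 CPM at 120 h against 160.3 CPM in merged neural cells. RNA free in the droplets is argued against, since the PAX6 level of NMP-like cells was at most 0.0234 times that of somite-like cells. Doublets of a neural and a somite cell remain a candidate explanation, because somite-like cells with a PAX6 UMI after thinning held 2.11 (1.95 to 2.56) times the median UMIs of the others at 96 h and 1.71 (1.55 to 1.86) times at 120 h. For neural cells placed in the wrong class, the test set beforehand could not tell. The values argue against such cells only as the sole source. Somite-like cells with a PAX6 UMI kept MEOX1, TCF15 and FOXC2 at 0.602 (0.564 to 0.642) times the level in the others at 96 h. At 120 h the level was 0.679 (0.640 to 0.719) times. Their medians of 45218 UMIs at 96 h and 16926 at 120 h were above the 17977 and 8093 of merged neural cells. In somite-like cells with a PAX6 UMI, SOX2 was at 270.1 and 272.2 CPM, against 97.45 and 113.9 CPM in the others. In merged neural cells SOX2 was at 378.9 and 499 CPM. A smaller contribution of misplaced cells cannot be told apart from doublets. Expression of PAX6 by somite cells was not tested.

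Some HOX groups moved apart between tissues from 72 h to 120 h, and these differences were not tested. Whether they are separate from a change in what the somite-like class holds was also not tested. Group 1 had a ratio of 1.51 in merged neural and 0.578 (0.545 to 0.612) in somite-like cells, group 2 had 1.2 and 0.626, and group 5 had 1.50 and 0.880. Group 5 in somite-like cells turned to 1.36 with no doublets removed, the direction of the neural cells, so that of these groups only 1 and 2 kept opposite directions in the alternatives run, with group 2 in merged neural cells at 1.04 under TMM.

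Genes of a hormone, of neuropeptides and of a neuropeptide receptor, which the paper's text does not discuss, were higher in cells with at least 3 determination front genes than in other cells at 72 h. PRL and SSTR2 are among the 100 genes of the paper's heatmap of the somitic route (Supplementary Fig. 1), and SSTR2 is also among those of the neural route. SSTR2 was at 425 CPM in neuron-like cells at 120 h as well, and NTS was among the 10 leading genes of both PSM-like clusters, so these 2 genes are not particular to the front. PRL, the prolactin gene, was at 274.5 CPM in 393 such cells against 22.4 CPM in 5816 others, a ratio of 12.3 (11.6 to 12.9). SSTR2, a somatostatin receptor gene, was at 240.1 CPM, TAC1, a tachykinin gene, at 37.9 CPM and NTS, the neurotensin gene, at 363.6 CPM, against 26.8, 5.46 and 118 CPM in the others. The cells with front genes held a median of 26392 UMIs and the others 16273.5. PRL was also higher in such cells at 96 h and 120 h, by 7.23 and 6.79 times. At these time points TAC1 was higher by 8.82 and 5.35 times, SSTR2 by 3.84 and 2.30 times and NTS by 3.88 and 2.22 times.

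A cluster outside the named classes held 105 cells (54, 33 and 18 at 72 h, 96 h and 120 h) with high levels of p53 target genes, which the paper does not report. At 72 h CDKN1A, a cell cycle inhibitor gene, was 83.8 (63.2 to 110.9) times and MDM2, the regulator of p53, 6.14 (5.36 to 7.00) times as high in it as in other cells.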

How the results depend on the processing

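Of the alternatives, the threshold of 3 TBXT and 1 SOX2 raw UMIs and the run without cells over 2 times their library's median UMIs were chosen after seeing the data. Over 412 results and 1846 values under alternatives, 1380 were labelled the same, 466 moved and 0 reversed, by counting error where a value has one. The 1380 include 582 list values, 8 cell numbers and 7 cluster numbers, to which counting error does not apply. A share, level or cell number at 1 time point has no direction that could reverse, so the 0 does not speak for these. Determination front-like cells were most frequent at 96 h in the main clustering and at 72 h without marker genes. Even with 0 labelled reversed, the ratios of HOX groups 3 and 4 in merged neural cells pass below 1 under both other scalings. HOX group 5 in somite-like cells passes above 1 without doublet removal. No paired analysis was possible because each time point has 1 library. NMP-like cells at 72 h were 11.7% of cells, against 9.33% with no doublets removed, 13.0% at the study's doublet share, 9.77% with the limit at 3 scaled MADs, 8.73% at resolution 0.8, 14.3% without cell cycle regression, 37.6% without integration and 10.1% without marker genes. At 120 h they were 1.86%, against 1.37% at resolution 0.8, 6.57% without cell cycle regression, 0% without integration and 1.40% without marker genes, so the direction from 72 h to 120 h was kept while the size was not. Double-positive cells at 72 h, 96 h and 120 h were 0.515%, 0.0766% and 0.0630%, against 0%, 0% and 0% in natural logs, 3.51%, 0.638% and 0% in raw UMIs, 33.5%, 18.8% and 4.88% with 1 UMI of each gene, 8.95%, 4.21% and 2.12% with 1 UMI of each after thinning, and 8.65% and 2.02% at 72 h and 96 h with at least 3 TBXT and 1 SOX2 raw UMIs. The double-positive values differ by the construction of each reading, and for the NMP-like shares the cause was not tested. At resolution 0.3 no cluster was named determination front-like or neuron-like, and with no doublets removed none was determination front-like, so those shares have no value there. Among ratios of 120 h to 72 h, 34 of 102 moved by over 1.5 times in at least 1 alternative, 0.164 to 6.38 times the main ratio (with counts below 3 set to 3), with SOX21 in somite-like cells at 3.99 and NR2F1 in merged neural cells at 1507 as the ends. Depth limits the rare genes, since a gene at 0 UMIs in somite-like cells at 72 h is bounded only below 0.202 CPM.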

Differences from the paper's values

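The paper reports 8 clusters at resolution 0.5, and 14 were found here. Of the alternatives set before the data were examined, the number came within 1.5 times of the paper's with the mitochondrial limit at 3 scaled MADs (10) and at resolution 0.3 (9), and not with no doublets removed (14), the study's doublet share (14), resolution 0.8 (18), no cell cycle regression (15), no integration (14) or marker genes left out (13).

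In Fig. 2h the paper shows TBXT and SOX2 double-positive cells at about 9.0% at 72 h and about 2.2% at 96 h, read by eye, where 0.515% and 0.0766% were found with the legend's thresholds read as UMIs per 10000. At 72 h, the reading of at least 1 UMI of each gene after thinning (8.95%) came within 1.5 times of the paper's value, and natural logs (0%), raw UMIs (3.51%), 1 UMI of each gene (33.5%), 2 UMIs of each after thinning (0.357%), no doublets removed (0.477%) and 3 scaled MADs (0.498%) did not. At 96 h none of these alternatives did, with values of 0%, 0.638%, 18.8%, 4.21%, 0.182%, 0.0709% and 0.0807%. At least 3 TBXT and 1 SOX2 raw UMIs, a reading chosen after seeing the values, gave 8.65% and 2.02%, within 1.5 times of the paper's values. The legend names normalized counts over 3 and over 1, so this reading departs from it in scale and in sign. At 120 h the paper shows about 0.03%, which lies within the interval of the 0.0630% (0.0172% to 0.161%) found here, while the readings of 1 UMI of each gene (4.88%), the same after thinning (2.12%) and 2 UMIs of each after thinning (0.133%) were far above it, and the reading chosen after seeing the values gave 0.0473%.

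The paper states that roof plate markers were not detectable in the neural tube. Here WNT1 had 194 UMIs, GDF7 76 and LMX1A 49 in merged neural cells at 120 h, and WNT1 was at 5.35 CPM there against 0.967 CPM in somite-like cells. Over all cells at 120 h, all 3 of these genes met in 1 cell. At least 2 of them met in 32 cells, against 5.01 expected from independent detection, a number that takes no account of depth or class. For the ventral and floor plate genes the paper names the counts were close to 0, as it states.

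The paper names fibronectin among signals from somites to neural tissue. FN1 was higher in somite-like than in merged neural cells at 72 h (95.2 against 51.9 CPM) and lower at 120 h (92.4 against 181.5 CPM), while ALDH1A2, DLL3, IGF2 and EFNA1, genes of the other signals it names in that direction, were higher in somite-like cells at each time point. Neuron-like cells, outside the merged neural class, had DLL3 at 164 CPM with the libraries summed, against 64.5 CPM in somite-like cells.

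From a small population of mature neural cells with ONECUT2 and ELAVL3, the paper infers that neurogenesis starts at 120 h. Neuron-like cells numbered 69 of 3916 (1.76%) at 96 h. In the 7 other clusterings that named the class they were only 0.0255% to 0.754% of cells. ONECUT2 was at 249 CPM in the 69 cells but was not particular to them, with a UMI in 1859 of 3916 cells at 96 h. ELAVL3, the paper's other marker, had 2 UMIs in neuron-like cells at 96 h and 59 at 120 h. Of 16 cells with UMIs of both genes at 96 h, 2 were neuron-like.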

Other observations

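The run without cells over 2 times their library's median UMIs was chosen after the results were seen. In merged neural cells, genes that answer to retinoic acid were higher at 120 h than at 72 h. The list of 10 such genes had a median ratio of 1.84 (percentile 100.0), and 5 were over 2 times, while in all cells it was 1.13 (percentile 63.7). NR2F1 and NR2F2, nuclear receptor genes that retinoic acid induces, were at 0.343, 4.53 and 81.0 CPM and 1.39, 8.95 and 68.3 CPM at 72 h, 96 h and 120 h, and RARB, a retinoic acid receptor gene that is its own target, was at 1.39, 11.6 and 27.9 CPM. Neural tube-like cells were 80 of 3081 merged neural cells at 72 h and 1799 of 3785 at 120 h. With the libraries summed, NR2F1 and NR2F2 were at 88.8 and 71.8 CPM in neural tube-like cells. In neural progenitor-like cells they were at 4.55 and 7.42 CPM. Whether the higher levels are separate from this change in make-up was not tested. They also cannot be told apart from the retinal that the paper's protocol adds with Matrigel at 72 h. In somite-like cells NR2F1 was at 44.2, 105 and 191 CPM and NR2F2 at 130.2, 253 and 392 CPM, but the list's median ratio was 1.01 (percentile 43.1), which moved to percentile 99.98 over genes with at least 100 UMIs and to 98.8 without cells over 2 times the median UMIs. CYP26A1 was highest at 96 h over all cells, at 16.3, 111 and 44.7 CPM. The 9 FGF target genes had a median ratio of 0.538 (percentile 0) in somite-like cells, where 4 were under 0.5 times, 0.862 (percentile 5.66) in merged neural cells and 0.725 (percentile 0.0900) in all cells, with 2 under 0.5 times in each of these. The 10 Wnt target genes had 0.814 (percentile 0.700), 0.764 (percentile 0.100) and 0.686 (percentile 0.0100) in the same order, with 3 under 0.5 times in each, and none of either list was over 2 times. The 9 Notch target genes had 0.604 (percentile 0) (2 over 2 times and 3 under 0.5 times), 1.61 (percentile 98.4) (4 and 1) and 1.24 (percentile 75.4) (3 and 1), and the 9 BMP target genes 1.16 (percentile 63.4) (3 and 0), 1.54 (percentile 99.1) (3 and 2) and 1.38 (percentile 94.7) (3 and 1). In somite-like cells the NMP, PSM and determination front marker genes also had low median ratios, 0.221, 0.124 and 0.321 (percentile 0 each). Whether the FGF and Notch medians in this class are separate from that change was not tested. IGF2 and H19, neighbours in an imprinted region, were both highest in somite-like cells, with H19 at 37.9, 106 and 174 CPM there and 4.57, 11.6 and 24.4 CPM in merged neural cells.

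Among single genes in merged neural cells, NTRK2, the receptor gene of BDNF, had one of the highest ratios of 120 h to 72 h, 356 (187 to 779.7), and SCUBE2, a gene for hedgehog release, 61.7 (47.1 to 82.4). MAL, a myelin and lymphocyte protein gene, had 0 UMIs at 72 h and was at least 168-fold higher at 120 h, and its ratio was 79.7 without integration. PAX6 had 66.8 (56.5 to 79.6), NR2F1 236 (153 to 388) and SOX21 79.8 (48.1 to 143), of which NR2F1 moved to 745 without integration, 1507 with no doublets removed and 435 without cells over 2 times the median UMIs, and SOX21 to 184 with no doublets removed and 123 without those cells. Among the lowest ratios, CLDN6, a tight junction gene, was 56.5 (38.2 to 87.5) times lower, POU5F1 28.4 (18.1 to 47.3) times, FGF19, a fibroblast growth factor gene, 31.2 (18.1 to 58.9) times and FOXH1, a partner of Nodal signalling, 33.1 (17.3 to 72.9) times, and the ratio of FOXH1 was 0.0584 without integration in place of 0.0302. In somite-like cells, MEGF10 had a ratio of 129 (50.1 to 473), SIM1, a factor of lateral somite, 74.5 (20.4 to 618), and NRCAM, a cell adhesion gene, 24.3 (19.1 to 31.6). SIM1 rests on 2 UMIs at 72 h. Without cells over 2 times the median UMIs, MEGF10 was at 57.1 and NRCAM at 39.7, and with no doublets removed at 208 and 15.4. With counts below 3 set to 3, SIM1 was at 49.6, at 15.6 without those cells and at 82.0 with no doublets removed. Among the lowest there, MSGN1 was 21.7 (15.7 to 30.7) times lower at 120 h, TBX6 16.1 (13.1 to 20.0) times, MESP2 15.4 (11.1 to 21.8) times and FGF17 14.7 (12.8 to 17.0) times, and with no doublets removed their ratios of 120 h to 72 h were 0.0728, 0.0942, 0.125 and 0.110 in place of 0.0462, 0.0621, 0.0650 and 0.0680. Over all cells, KRT71, a keratin gene with 2 UMIs at 120 h, was 98.8 (27.1 to 819) times lower, PYDC1, with 0 UMIs at 120 h, was at least 75.5-fold lower, an order of the 2 genes that these counts do not settle, and PRDM13, a dorsal neural factor, was at least 79.0-fold higher.

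Histone genes of the study's trajectory list had median ratios of 2.10 (percentile 100) in all, 2.36 (percentile 100) in merged neural and 2.36 (percentile 100) in somite-like cells, and since the study chose them on these libraries this is not independent evidence of their direction. Genes of dissociation stress had 0.831 (percentile 0.730), 0.841 (percentile 1.16) and 0.766 (percentile 0.550), those of hypoxia 0.910 (percentile 7.21), 1.04 (percentile 37.2) and 0.929 (percentile 10.5), those of extracellular matrix 1.22 (percentile 89.8), 1.22 (percentile 85.3) and 1.26 (percentile 94.5), and those of cholesterol synthesis 1.07 (percentile 80.8), 1.10 (percentile 90.6) and 1.05 (percentile 66.2), in the same order. Of these, the hypoxia and cholesterol medians lie within the shift between scalings, and the matrix medians in all and merged neural cells near it. In somite-like cells the matrix median, at a log2 ratio of 0.337, lies beyond the shift of 0.164. In NMP-like cells, HOX group 6 was at 126 and 389.8 CPM and group 1 at 94.9 and 184 CPM at 72 h and 120 h, and other scalings were not run for this class.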
